# Genomic mapping of Suppressor of Hairy-wing binding sites in *Drosophila*

**DOI:** 10.1186/gb-2007-8-8-r167

**Published:** 2007-08-16

**Authors:** Boris Adryan, Gertrud Woerfel, Ian Birch-Machin, Shan Gao, Marie Quick, Lisa Meadows, Steven Russell, Robert White

## Abstract

**Background:**

Insulator elements are proposed to play a key role in the organization of the regulatory architecture of the genome. In *Drosophila*, one of the best studied is the *gypsy *retrotransposon insulator, which is bound by the Suppressor of Hairy-wing (Su [Hw]) transcriptional regulator. Immunolocalization studies suggest that there are several hundred Su(Hw) sites in the genome, but few of these endogenous Su(Hw) binding sites have been identified.

**Results:**

We used chromatin immunopurification with genomic microarray analysis to identify *in vivo *Su(Hw) binding sites across the 3 megabase Adh region. We find 60 sites, and these enabled the construction of a robust new Su(Hw) binding site consensus. In contrast to the *gypsy *insulator, which contains tightly clustered Su(Hw) binding sites, endogenous sites generally occur as isolated sites. These endogenous sites have three key features. In contrast to most analyses of DNA-binding protein specificity, we find that strong matches to the binding consensus are good predictors of binding site occupancy. Examination of occupancy in different tissues and developmental stages reveals that most Su(Hw) sites, if not all, are constitutively occupied, and these isolated Su(Hw) sites are generally highly conserved. Analysis of transcript levels in *su*(*Hw*) mutants indicate widespread and general changes in gene expression. Importantly, the vast majority of genes with altered expression are not associated with clustering of Su(Hw) binding sites, emphasizing the functional relevance of isolated sites.

**Conclusion:**

Taken together, our *in vivo *binding and gene expression data support a role for the Su(Hw) protein in maintaining a constant genomic architecture.

## Abstract 2

An analysis of *Drosophila *Su(Hw) binding allowed the identification of new, isolated, binding sites, and the construction of a new binding site consensus. Together with gene expression data, this supports a role for Su(Hw) in maintaining a constant genomic architecture.

## Background

Insulator elements are proposed to play a key role in the organization of transcriptional regulation within the eukaryotic genome [1,2]. They were first identified as DNA sequences that regulate interactions between promoter and enhancer elements, and are operationally defined as sites that, when positioned between an enhancer and a promoter, block this enhancer/promoter interaction while still allowing the enhancer to operate on other promoters. This function suggests that insulators act to organize independent gene regulatory domains in the genome by preventing inappropriate enhancer/promoter interactions. In *Drosophila*, several insulator elements have been identified, for example the *Fab-7 *insulator in the bithorax complex [3], the *scs *and *scs' *insulators flanking the *hsp70 *locus at 87A7 [4], and the *gypsy *insulator [5]. One of the best characterized of these is the *gypsy *insulator, a 340 base pair (bp) element located within the 5'-untranslated region of the *gypsy *transposable element. The *gypsy *insulator contains 12 binding sites for the zinc finger protein Suppressor of Hairy-wing (Su [Hw]) [6], and Su(Hw) is required for insulator function. In addition to Su(Hw), the *gypsy *insulator complex also includes the BTB/POZ domain proteins Mod(mdg4) 2.2 [7,8] and Centrosomal Protein 190 [9], together with dTopors (a ubiquitin ligase) [10].

Although their mechanism of action remains unresolved, insulators have several properties that indicate a key role in the organization of transcriptional regulation. In vertebrates, almost all characterized insulator elements are associated with the binding of the zinc finger protein CCCTC-binding factor (CTCF), and important roles for these elements have been proposed in gene regulation, in the organization of transcriptional domains, and in imprinting [11,12]. Insulators can protect transgenes from position effects, suggesting a potential role in the separation of domains of differing chromatin state [2]. A CTCF site maps to a chromosomal domain boundary at the mouse and human c-*myc *gene [13], and CTCF sites mark boundaries of chromatin states at the chicken β-globin gene [14]. Furthermore, there is evidence that insulators organize the genome into loops that may represent independent regulatory domains, and it has been proposed that insulators may form the bases of such loops [15,16]. In addition, the Su(Hw) protein is located in a punctate pattern at the nuclear periphery [17] and genetic screens in yeast have identified a prominent role for the nuclear pore in insulator function, potentially as a site for the tethering of chromosomal loops. Thus, insulators are proposed to play a key role in the organization of chromatin within the nucleus by being tethered to nuclear structures [18].

Immunolocalization of Su(Hw) on the polytene chromosomes of *Drosophila *salivary glands indicates binding of Su(Hw) at several hundred sites in the genome [19]. These sites are presumed to represent endogenous insulators; however, until recently, the only characterized *in vivo *Su(Hw) target was the *gypsy *transposable element, and this has been the paradigm for Su(Hw) function for many years. Recently, two groups independently identified an endogenous genomic Su(Hw) insulator, 1A-2, separating the *yellow *gene from the achaete-scute complex [20,21]. A 454 bp fragment containing two binding sites for Su(Hw) was demonstrated to provide *in vivo *enhancer blocking activity in a transgenic insulator assay. The absence of a dense cluster of Su(Hw) binding sites suggested that endogenous Su(Hw) insulators may differ from the *gypsy *paradigm. More recently, an *in vitro *strategy identified potential new endogenous binding sites and confirmed that clustering of binding sites is not a requirement for insulator function. Single binding sites were shown to be capable of mediating strong insulation [22]. An *in silico *approach has also been used to predict endogenous Su(Hw) binding sites [23]. Testing of these candidate sites in an enhancer blocking assay supports the functional relevance of single and double sites. Clearly, the identification of *in vivo *endogenous Su(Hw) target sites is an important goal in our efforts to elucidate the nature of Su(Hw) insulators and in the investigation of their role in the organization of transcriptional regulation at the genomic level.

In this report we present the characterization of *in vivo *Su(Hw) binding sites across a 3 megabase (Mb) region of the *Drosophila *genome. Taking the *Adh *region from *kuzbanian *to *cactus *on chromosome 2L as a representative genomic region, we have identified approximately 60 Su(Hw) binding sites using chromatin immunopurification in concert with genomic microarrays (chromatin immunopurification [ChIP]-array). These sites reveal a robust binding site consensus sequence and enable analysis of genomic context, developmental occupancy, and conservation and function of Su(Hw) binding sites.

We introduce a new approach here - a ChIP strategy that uses anti-green fluorescent protein (GFP) antiserum to immunopurifiy chromatin from a fly strain carrying a GFP-tagged Su(Hw) fusion protein. This approach is attractive as a general strategy for mapping transcription factors in *Drosophila *because it will enable the use of a well characterized antiserum for immunopurification, avoiding the complications of variable properties and availability of antisera specific for individual transcription factors/DNA binding proteins. Combining our approach with ongoing efforts to generate a library of GFP tagged proteins *via *transposon mediated exon insertion [24] provides a strategy for large-scale investigation of protein-DNA interactions in *Drosophila*.

## Results

### Identification of Su(Hw) *in vivo *binding locations

We have used ChIP-array to investigate the *in vivo *binding of the Su(Hw) protein in a representative genomic region; the 3 Mb *Adh *region [25]. This is a well characterized region of chromosome 2L containing the chromosomal stretch from *kuzbanian *to *cactus*. It encompasses approximately 250 genes, or 2.5% of the *Drosophila *euchromatic genome. The *Adh *region is represented on our microarrays as a 1 kilobase (kb) genomic tile path. The full array design for the *Adh *region is described in the report by Birch-Machin and coworkers [26] and the array has been supplemented with other selected *Drosophila *genomic sequences; of particular relevance here is a 1 kb genomic tile covering 130 kb of the *achaete-scute *complex.

For the ChIP-array, we generated chromatin fragments from a *Drosophila *strain expressing a Su(Hw)-GFP fusion protein and used anti-GFP antibody for immunopurification. This approach has the advantage that it offers a generalized strategy for the localization of chromatin-associated proteins in *Drosophila *using a common, well characterized antibody for immunopurification. The Su(Hw)-GPF transgenic line expresses the fusion protein under the regulation of *su*(*Hw*) control elements in a genetic background that is deleted for the *su*(*Hw*) gene [17]. In this strain, the Su(Hw)-GFP rescues the female sterility phenotype of the *su*(*Hw*) mutation. We assessed the immunopurifications by standard polymerase chain reaction (PCR) assays using specific primer pairs and could demonstrate clear enrichment for known Su(Hw) targets, the *gypsy *insulator, and the 1A-2 site in the *achaete-scute *region [20,21], but no enrichment for a *Gpdh *control fragment (data not shown). For the microarray analysis, the immunopurified DNA resulting from the specific (rabbit anti-GFP) ChIP was compared with DNA from control immunopurifications performed from the same chromatin (using normal rabbit serum). Purified DNA was amplified by ligation mediated PCR and labelled with a fluorescent dye. Technical replicates with dye swap labeling were used to control for dye incorporation bias. After hybridization to the array, scanning, and variance stabilization normalization (VSN) [27], enrichment was determined by Cy3/Cy5 ratio.

Su(Hw) is ubiquitously expressed and is proposed to play a general role in the organization of transcriptional regulation; however, it is not known whether this organization is tissue specific. To obtain a view of Su(Hw) binding in different tissues at different stages of development, three sources of chromatin were examined: 0 to 20 hour embryos, third instar larval brain, and third instar larval wing imaginal disc. For each chromatin source four biological replicates (independent chromatin preparations) were used and the data were combined into averages of biological replicates using CyberT [28]. Raw microarray data are available from the National Center for Biotechnology Information Gene Expression Omnibus site [29] as GSE4691 and summarized in Additional data file 1.

To generate a list of genomic fragments associated with Su(Hw) binding, we selected fragments exhibiting a mean enrichment above 1.7-fold in the Su(Hw)-GFP data from any one of the three chromatin sources. Pruning this list to remove eight fragments with single extreme outlier values (identified by a CyberT t-value < 1) results in 105 candidate Su(Hw) binding fragments in the *Adh *region. The map of these sequences across the *Adh *region is presented in Figure 1.

**Figure 1:**
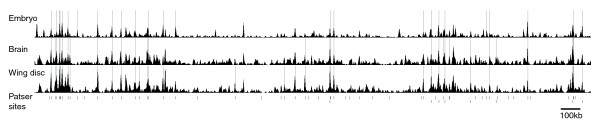
Su(Hw) binding profile across 3 Mb *Adh *region. Schematic of enrichment profiles for embryo, brain, and wing imaginal disc are shown as a plot of enrichment of array fragments against genomic coordinates. Light gray vertical lines on the plots indicate fragments with enrichment greater than 1.7-fold. The positions of high scoring Patser matches to the new Suppressor of Hairy-wing (Su [Hw]) binding consensus are indicated below the enrichment plots. The upper line indicates positions of matches with *P *< e^-15^, and the lower line indicates positions of matches with *P *between e^-12 ^and e^-15 ^and having enrichment >1.7-fold in at least one of the chromatin sources. Annotation tracks are provided in Additional data file 9. kb, kilobases; Mb, megabases.

The dataset was validated using three approaches. First, we examined the array data for known targets. Although the *gypsy *transposable element is not represented on the array, the genomic tile from the *achaete-scute *region covers the 1A-2 Su(Hw) site, which serves as an internal control, and the corresponding array fragment (as-c.1) exhibited clear enrichment. For example, for the dataset derived from embryonic chromatin, the mean fold enrichment is 1.8 with *P *= 7 × 10^-3^. Second, we selected a few fragments over the enrichment range and tested their enrichment employing specific PCR following ChIP using wild-type *Drosophila *chromatin and anti-Su(Hw) antiserum. All fragments showed appropriate ChIP enrichment (data not shown). Third, the DNA from ChIP using anti-Su(Hw) antiserum was labeled and hybridized to the array to generate an array dataset for comparison with the anti-GFP dataset. The two datasets are compared in Figure 2 and show good correlation.

**Figure 2:**
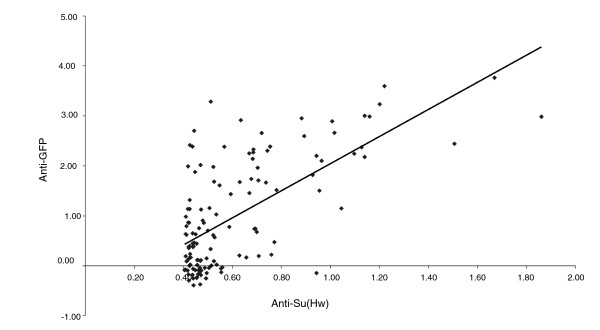
Correlation of ChIP enrichment using either anti-Su(Hw) on wild-type chromatin or anti-GFP on chromatin from Su(Hw)-GFP transgenic. The enrichment values are plotted as the arsinh transformation (approximately equivalent to the log2 scale) of the ratio of specific versus control ChIP. Correlation coefficient is 0.66. ChIP, chromatin immunoprecipitation; GFP, green fluorescent protein; Su(Hw), Suppressor of Hairy-wing.

### An improved Su(Hw) binding consensus

To identify potential Su(Hw) binding sites within enriched fragments, the top binding candidates were submitted to the MEME motif discovery tool [30], to search for potential binding motifs. Because MEME accepts up to 60 kb, the top 63 fragments from the list of 105 candidate binding fragments were submitted. The top motif found by MEME (e-value = 1.3 × 10^-73^) is present in 41 out of the 63 fragments and has the consensus TGT(TA)GC(AC)TACTTTT(GAC)GG(CG)GT)(CG). This is clearly related to both the characterized 12 bp Su(Hw) binding consensus, namely (TC)(AG)(TC)TGCATA(CT)(TC)(TC), derived from the Su(Hw) binding motifs in the *gypsy *transposon [31] (Figure 3a) and the (TC)(TA)GC(AC)TACTT(TAC)(TC) consensus derived from a recent *in vitro *analysis [22]. The sequence matches and the derived WebLogo are presented in Figure 3, and the strength of this consensus clearly indicates the identification of genuine *in vivo *Su(Hw) binding sites.

**Figure 3:**
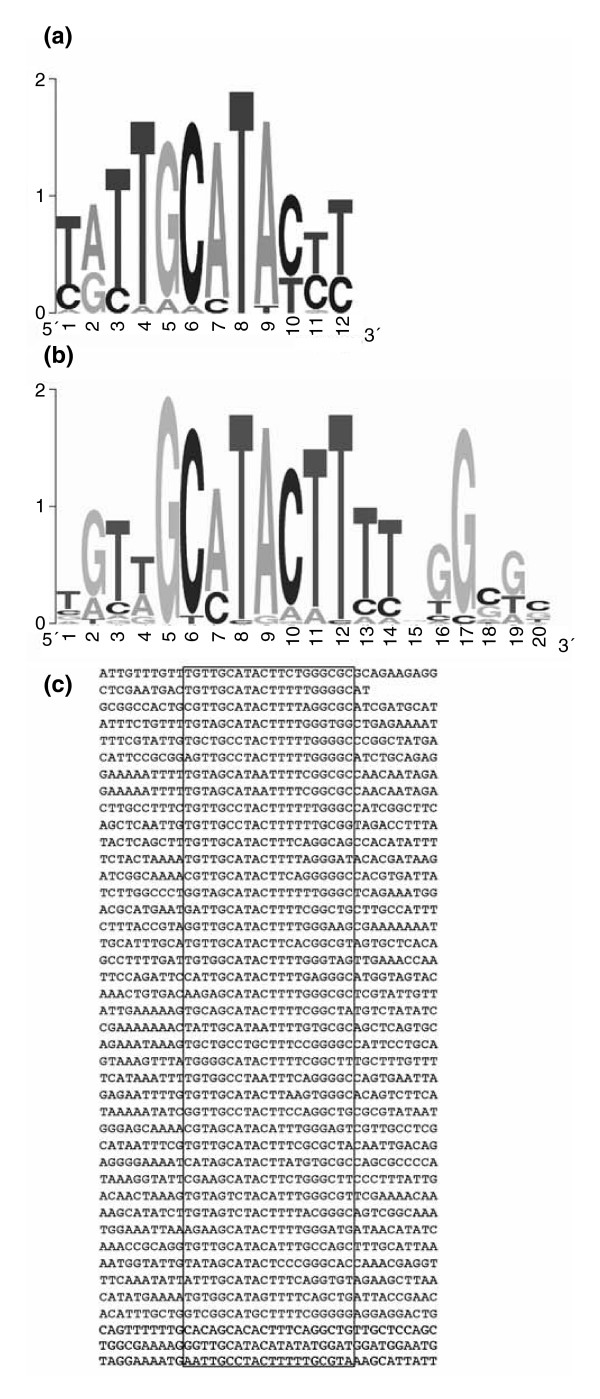
Enhanced Su(Hw) binding site consensus derived from *in vivo *ChIP. **(a) **WebLogo of the *gypsy *consensus. **(b) **WebLogo of the new consensus. **(c) **Aligned stack of the motif identified by MEME; 42 sites contained in 41 array fragments. The box indicates the 20 base pair sequences corresponding to the WebLogo in panel b. ChIP, chromatin immunopurification; Su(Hw), Suppressor of Hairy-wing.

It is interesting to compare our set of endogenous Su(Hw) sites with the *gypsy *insulator. The 340 bp *gypsy *insulator contains a cluster of 12 Su(Hw) binding sites that share a (TC)(AG)(TC)TGCATA(CT)(TC)(TC) consensus embedded in AT-rich sequences. The new Su(Hw) sites revealed by ChIP array show several differences from the *gypsy *sites. First, unlike the *gypsy *insulator, the endogenous binding sites are not tightly clustered; 40 out of the 41 enriched fragments have a single match to the consensus and only one fragment contains two matches. Second, the binding sequence we derive does not conform to the model of a conserved consensus flanked by AT-rich sequences [31,32]. The sequences flanking the positions corresponding to the 12 bp *gypsy *consensus are not consistently AT rich, although there is a conserved run of four Ts starting at the position corresponding to the 11th bp of the *gypsy *consensus. The T at position 4 in the *gypsy *consensus is noticeably less conserved than the other positions and strong conservation, particularly of the G at position 17, extends beyond the run of Ts at positions 11 to 14. Significantly, the highly conserved bases at positions 2(G), 5(G), 6(C), 10(C), and 17(G) are in excellent agreement with the positions of G residues determined as contact residues in methylation interference experiments with Su(Hw) binding to a single site from the *gypsy *insulator [32]. This observation further strengthens our conclusion that we have successfully identified the *in vivo *Su(Hw) binding sites.

We were interested in determining whether the ChIP enriched fragments showed any other conserved sequences in addition to the Su(Hw) sites that might reveal other DNA binding activities associated with insulator sequences. The MEME results do reveal a CA repeat that is present in 42% of the fragments containing a Su(Hw) motif (e-value = 2.8 × 10^-23^) and in most cases the repeat occurs within 100 to 200 bp of the Su(Hw) motif. However, an alternative tool for motif finding, namely NestedMICA [33], which is generally more resistant to low complexity artefacts, identified the Su(Hw) consensus but not the CA repeats as enriched motifs. Thus, the significance of these CA repeats cannot be assessed at present.

### Correlation between sequence matches to Su(Hw) binding consensus and binding data

The identification of a new expanded Su(Hw) binding consensus allowed us to investigate the link between DNA sequence and the *in vivo *occupancy of predicted Su(Hw) binding sites. We used the 42 occurrences of the pattern identified by MEME within the set of enriched fragments to build a position-specific weight matrix (Additional data file 2). The Patser profile matching tool [34] was then used to search for matches within the 3 Mb of genomic sequences on the microarray. The full Patser data are provided in Additional data file 3. In summary, if we consider the 20 most enriched fragments, ordered by average enrichment in all three chromatin sources, then we see a striking match to high scoring Patser consensus sequence hits (Table 1). All of these highly enriched fragments exhibit good Patser scores with the exception of four fragments; three of these (ADH-690, ADH-3001 [ADH-1199], and ADH-2585) are neighbours to highly enriched fragments that do contain high scoring Patser sites.

**Table 1:** The top 20 fragments

Fragment ID	Fragment ID Sequence	Patser		Enrichment in			Mean
			
		Score	*ln*(*P*)	Embryo	Brain	Wing disc	
ADH-3002(ADH-1200)	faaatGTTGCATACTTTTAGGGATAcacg	16.75	-19.14	2.23	2.35	2.78	2.45
ADH-1585	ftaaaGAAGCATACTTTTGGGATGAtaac	14.14	-16.32	1.87	1.65	2.37	1.96
ADH-2189	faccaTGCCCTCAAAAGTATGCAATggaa	16.15	-18.43	2.06	1.99	1.53	1.86
ADH-2945(ADH-480)	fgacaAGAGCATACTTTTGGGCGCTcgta	16.19	-18.47	1.71	1.43	2.08	1.74
ADH-1112	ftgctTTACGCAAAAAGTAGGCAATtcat	10.66	-13.35	1.66	1.56	1.81	1.68
ADH-454	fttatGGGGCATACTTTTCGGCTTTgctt	14.08	-16.27	1.33	1.49	2.19	1.67
ADH-336	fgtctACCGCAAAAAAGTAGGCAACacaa	16.33	-18.63	1.65	1.34	2.03	1.67
ADH-2586	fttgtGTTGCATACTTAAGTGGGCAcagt	14.51	-16.68	1.46	1.82	1.60	1.63
ADH-178	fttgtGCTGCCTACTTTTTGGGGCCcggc	18.03	-20.82	1.38	1.38	1.99	1.58
ADH-150	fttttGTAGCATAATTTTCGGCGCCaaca	18.09	-20.92	1.41	1.21	2.01	1.54
ADH-125	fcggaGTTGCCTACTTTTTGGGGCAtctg	18.89	-22.13	1.02	1.81	1.79	1.54
ADH-690*	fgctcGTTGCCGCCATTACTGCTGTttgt	1.36	-7.69	0.78	1.28	2.35	1.47
ADH-3001(ADH-1199)*	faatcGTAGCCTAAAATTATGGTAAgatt	3.58	-8.83	0.76	1.66	1.99	1.47
ADH-2808	fno Patser hit			1.00	1.34	2.01	1.45
ADH-2101	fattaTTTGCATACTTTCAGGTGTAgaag	12.67	-14.98	1.33	1.15	1.81	1.43
ADH-96	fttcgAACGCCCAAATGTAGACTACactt	12.77	-15.06	0.93	1.44	1.81	1.39
ADH-405	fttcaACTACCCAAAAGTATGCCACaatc	15.02	-17.19	1.62	1.31	1.21	1.38
ADH-141	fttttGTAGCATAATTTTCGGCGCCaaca	18.09	-20.92	1.18	0.99	1.72	1.30
ADH-1563	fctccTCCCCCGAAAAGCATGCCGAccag	11.59	-14.07	0.74	1.39	1.75	1.29
ADH-2585*	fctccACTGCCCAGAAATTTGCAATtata	5.14	-9.69	1.34	1.51	0.97	1.27

Enrichment is arsinh transformation (approximately equal to log_2 _ratio). Fragments marked with an asterisk are neighbours to fragments with high scoring Patser hits (*P *< e^-15^).

From a plot of ChIP enrichment versus Patser *P *value, it is clear that closeness of Patser match is correlated with fragment enrichment in the ChIP experiments (Figure 4). Of the Patser hits with a *P *value better than e^-15^, 63% show enrichment greater than 1.4-fold and 53% show enrichment greater than 1.7-fold. Thus, the occurrence of a Patser hit with a *P *value better than e^-15 ^is a strong predictor of *in vivo *occupancy in at least one of the chromatin sources. Additional validation is presented in Additional data file 4, in which we show that seven out of eight of the Patser predicted sites we tested outside the *Adh *region are indeed occupied by Su(Hw) *in vivo*.

**Figure 4:**
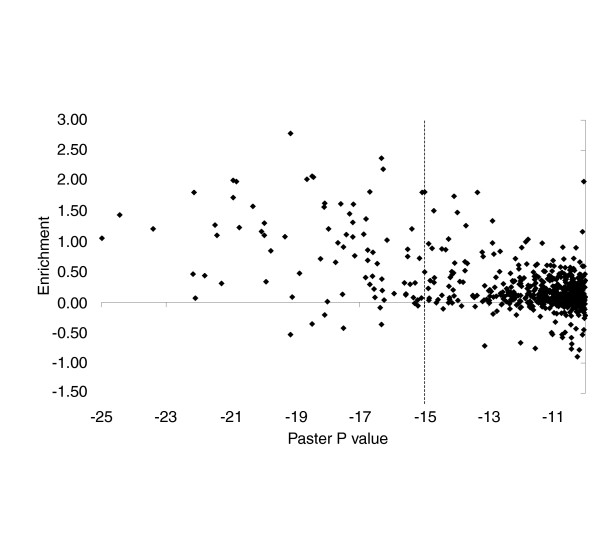
Closeness of match to the Su(Hw) binding site consensus is associated with *in vivo *binding. The Patser *P *value for each Patser match is plotted against the enrichment (arsinh transformation; approximately equal to log_2 _ratio) of the fragment containing the matching sequence. The enrichment value is the highest mean value from the three chromatin sources. The vertical line indicates the Patser *P *= e^-15^; for matches with *P *< e^-15^, 63% show enrichment greater than 0.5 (1.4-fold) and 53% show enrichment greater than 0.8 (1.7-fold). Su(Hw), Suppressor of Hairy-wing.

This relationship can be seen in Figure 1, in which both the high scoring Patser hits and the ChIP enriched fragments are mapped across the *Adh *region. The plot demonstrates a clear concordance between high scoring Patser hits and ChIP-array enrichment. If we take the Patser sites that have a *P *value less than e^-12 ^and that lie within fragments that show an enrichment of more than 1.7-fold in the ChIP-array, we identify 60 sites of Su(Hw) binding within the 3 Mb *Adh *genomic region.

We examined the conservation of the identified Su(Hw) binding sites, comparing *Drosophila melanogaster *with available sequences from other *Drosophila *spp. and other sequenced insects, namely the mosquito *Anopheles gambiae*, the honey bee *Apis mellifera*, and the beetle *Tribolium castaneum *(Figure 5). The analysis indicates that the *D. melanogaster *Su(Hw) binding sites are well conserved within the drosophilids; even when located in generally less conserved genomic contexts such as intergenic or intronic sequences, Su(Hw) binding sites stand out as conserved islands (Figure 5a). However, there is little evidence of site conservation in the syntenic regions from the other insects. Within the drosophilids, binding site conservation provides a test of functional relevance, and we find that a good match to the consensus (represented by Patser *P *value) is associated with greater conservation (data not shown). Importantly, binding site conservation is consistent for all Patser predicted binding sites throughout the fly genome (Figure 5b).

**Figure 5:**
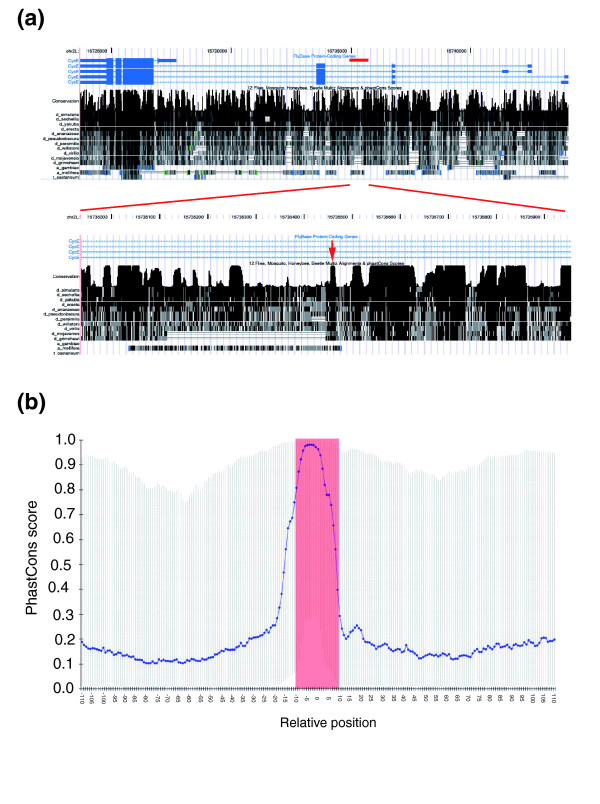
Conservation of Su(Hw)and Su(Hw) binding sites. **(a) **Example of a conserved Suppressor of Hairy-wing (Su [Hw]) binding site in an intron of the *cyclin E *gene. Although the overall conservation of the intron is variable, the binding site itself is a conserved entity. **(b) **PhastCons scores across all 2,281 predicted genomic Su(Hw) binding sites with a Patser *P *value < e^-15^. The binding sites are centred over position 0 and 100 base pairs left and right of the site are shown. The blue line indicates the median PhastCons score for a given position, and the black bar shows the 25th and 75th percentiles of the scores. It is evident that Su(Hw) binding sites are generally highly conserved, whereas their genomic context is not.

Protein homology searches indicate clear Su(Hw) orthologs within drosophilid species (data not shown), but they suggest that although both *Apis *and *Anopheles *contain related zinc finger proteins, they lack clear Su(Hw) orthologs. Together with the lack of binding site conservation, this suggests that Su(Hw) is a species restricted protein; this is in contrast to other insulator associated molecules such as CTCF, which is conserved at least from fly to human [35,36].

### Are Su(Hw) binding sites always occupied?

We looked at the *in vivo *Su(Hw) binding profile in chromatin extracted from three different *Drosophila *tissues, namely embryo, wing imaginal disc, and larval brain, to explore the issue of whether Su(Hw) binding is developmentally regulated or constitutive. As illustrated in Figure 1, the binding profiles of Su(Hw) are very similar in the three chromatin sources examined. If we look at the mean enrichment values for the top 20 enriched fragments, all 20 show greater than 1.6-fold enrichment in all three chromatin sources, and of the top 50 all show greater than 1.4-fold enrichment in all three sources. At the level of individual fragments, we identified a few fragments that show relatively strong enrichment in chromatin from one or two of the sources and little or no enrichment in chromatin from the third source (for instance, Adh-34). To test whether these values represent genuine tissue specific Su(Hw) binding or simply occasional false negatives expected in a microarray based approach, we analyzed a selection of such cases using PCR assays with specific primers. This analysis failed to replicate the selective lack of enrichment from a particular tissue (data not shown). In summary, we find no convincing evidence for tissue specific binding and conclude that most, if not all, Su(Hw) sites are constitutively occupied.

### Genomic environment of the Su(Hw) binding sites

Identification of 60 Su(Hw) binding sites within the 3 Mb *Adh *region enabled us to investigate the relationship between Su(Hw) binding sites and annotated genome features. Our starting point was the simple view that a protein predicted to play a key role in the regulatory architecture of the genome and to insulate separate regulatory domains might identify a particular genomic context; for example, insulator sites might be positioned well away from transcription units. However, we find that the data do not support this; although most of the sites we identified in the *Adh *region are intergenic (63%), this leaves a considerable number that map within transcription units. Intergenic sites are found both between tandem and opposite strand transcription units with no clear preference. Of the intragenic sites, none are located within coding regions; 88% map within introns and the remainder are located in 5'-untranslated regions. Figure 6 shows examples of Su(Hw) binding site locations in association with transcription units. Few of the sites we have identified map to regions in which regulatory elements have been well characterized. One of the few genes in the *Adh *region where the enhancer structure has been studied is the *cyclin E *gene [37]. A complex set of tissue specific regulatory elements that overlap a maternal transcript lying upstream of the zygotic transcription start has been identified. A Su(Hw) binding site is located within the second intron of the maternal transcript and several kilobases upstream from the zygotic transcription unit (Figure 6c). It lies within an enhancer that regulates several tissue specific components of *cyclin E *gene expression, where it would be potentially capable of insulating the promoter from characterized distal enhancers.

**Figure 6:**
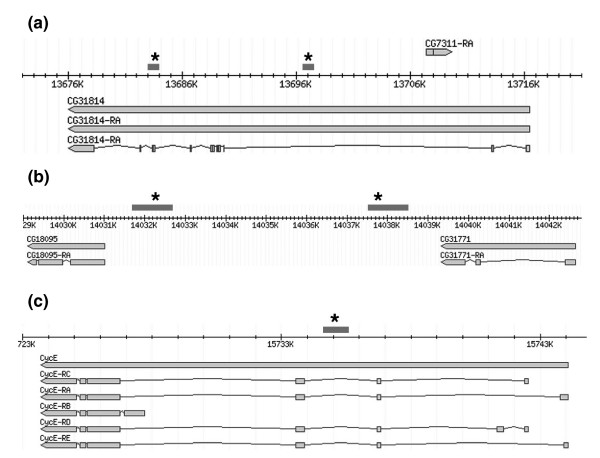
Selected genomic Su(Hw) binding sites. **(a) **Intronic sites in CG31814. **(b) **Sites separating genes transcribed from the same strand (CG18095 and CG31771). **(c) **Suppressor of Hairy-wing (Su [Hw]) site in the *cyclin E *(CycE) gene. Gene models are from the FlyBase genome browser [55]; dark gray bars represent enriched 1 kilobase fragments from the tiling array and asterisks represent the location of Patser sites.

We also analyzed the clustering of Su(Hw) sites in the *Adh *region because the *gypsy *insulator contains tightly clustered sites and previous studies have suggested a requirement for multiple sites for maximal insulator function [31]. Of the Patser hits with a *P *< e^-15^, only two pairs of sites are separated by less than 300 bp and only six pairs of sites are separated by less than 1 kb (Figure 7). We conclude that the majority of Su(Hw) sites occupied in the genome are present as single sites and that clustering of multiple sites is not required for Su(Hw) localization on chromatin.

**Figure 7:**
Expression changes in the 3 Mb *Adh *region with respect to Su(Hw) binding sites. Expression changes (as absolute fold change according to the scale bar) are indicated by the bars above the gene models, with upregulated genes in orange and downregulated genes in blue. The bars mark the 5' end of each gene. The location of Su(Hw) binding sites are plotted on the three rows All sites, Cluster 1, and Cluster 2. Cluster 2 indicates the two sites within 100 base pairs of each other. Cluster 1 indicates the six pairs of sites within 1 kilobase of each other. All sites plots the locations of the remaining 83 sites in the region. The maps are plotted and rendered using the Affymetrix Integrated Genome Browser.

### Su(Hw) sites and DNA bendability

In 1990 Spana and Corces [32] found that local DNA conformation plays a role in the specificity of the interaction between Su(Hw) and its binding sites in the *gypsy *insulator. Their analysis indicated that the AT-rich sequences flanking the core Su(Hw) binding sites were sites of DNA bending, and mutations that interfered with DNA bending reduced *in vivo *insulator activity. Because the endogenous *in vivo *binding sites that we identify here do not obviously conform to the core plus flanking AT-rich sequence arrangement of the *gypsy *insulator sequences, we examined the biophysical characteristics of these sites to characterize their bendability profiles. We used the DNA stability parameters defined by Protozanova and coworkers [38] to provide a measure of DNA flexibility and, as shown in Figure 8, our endogenous Su(Hw) sites exhibit a strong biophysical signature. The strikingly symmetrical profile reveals two stiff elements (centred on the highly conserved G residues at positions 5 and 17), which flank more flexible sequences. The R bend sequence identified by Spana and Corces [32] is conserved as a run of Ts from positions 11 to 14 and forms part of the flexible region. Interestingly, the averaged profile across the 12 *gypsy *element sites differs from the profile across our endogenous sites; although the *gypsy *sites have the left-hand stiff element, they lack the right-hand flexibility minimum.

**Figure 8:**
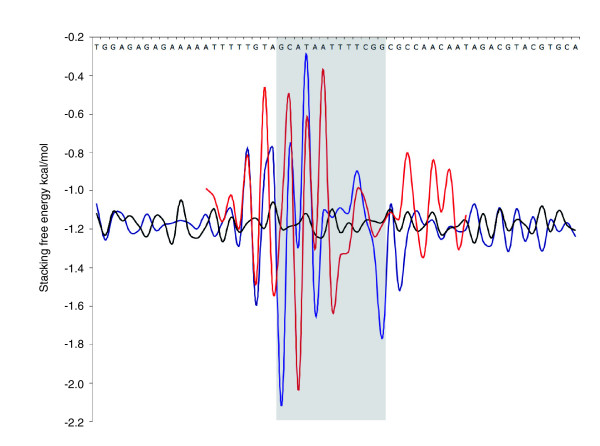
The Su(Hw) binding site has a pronounced DNA flexibility profile. Higher stacking free energy values are associated with DNA flexibility [38]. Blue indicates the stacking free energy profile for 100 best matches to Suppressor of Hairy-wing (Su [Hw]) consensus based on Patser *P *value; black indicates the profile for 100 random sequences; and red indicates the profile for the 12 Su(Hw) sites in the *gypsy *element. A representative sequence is given at the top. The gray zone marks the region between the highly conserved G nucleotides at positions 5 and 17 in the new Su(Hw) binding consensus.

### Gene expression changes in Su(Hw) mutants

In transgenic insulator assays, the activity of the gypsy insulator is abolished in *su*(*Hw*) mutants, indicating that Su(Hw) is required for insulator function. However, for the endogenous genome, the consequences of loss of Su(Hw) are less obvious because mutant flies are viable and exhibit no clear abnormalities except for female infertility.

Recently, Parnell and coworkers [23] showed, using reverse transcription PCR, that a few genes close to putative endogenous Su(Hw) binding sites, selected on the basis of site clustering, have expression changes in *su*(*Hw*) mutants. To extend this analysis and to relate gene expression to our newly identified endogenous Su(Hw) binding sites, we carried out a genome-wide survey of transcription levels in *Su*(*Hw*) null mutants using whole-transcriptome microarrays. 

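Transcript levels were measured on 24 arrays, 12 with RNA of whole larvae and 12 with RNA of wing imaginal discs, the larval epithelia that form the adult wings. In each tissue 3 genotypes were represented by 4 arrays each: the su(Hw) null, in which the chromosome with the su(Hw)v allele lies over the deletion Df(3R)ED5644, and the 2 heterozygotes in which one of these chromosomes lies over a wild-type chromosome. These genotypes are named su(Hw)/Df, su(Hw)/+ and Df/+, as in the paper's additional data files. In su(Hw)/Df and Df/+ the genes that Df(3R)ED5644 removes are missing from the chromosome that carries it. For its line with tagged Su(Hw) the paper writes su(Hw)v as a deletion too, so su(Hw)/Df may lack some genes on both chromosomes. By the paper's genotypes the su(Hw)v chromosome also carries a CaS transposon. In its crosses the null came from the 2 mutant stocks, and each heterozygote from an outcross to wild-type Oregon-R. The null and the heterozygotes can therefore also differ in genetic background. Each array carried RNA of 1 genotype in one dye and pooled wild-type RNA in the other dye, and of the 4 arrays of a genotype 2 had the genotype in Cy3 and 2 in Cy5. The sample labels give 10 to 20 larvae per extraction of whole larvae and 6 discs per extraction of wing discs, whereas the paper's methods give 10 pairs of discs. The pool is a single wild-type control RNA for each tissue, so a ratio to it leaves out the spread between wild-type samples.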

We analyzed RNA extracted from both whole third instar larvae (synchronized during the short time when they are soft white pre-pupae) and wing imaginal discs dissected from similarly staged animals. RNA was prepared from larvae of the genotype *su*(*Hw*)^*v*^, *P *[*CaS X*/*K5.3*]/*Df*(*3R*)*ED5644*, which is a *su*(*Hw*)-null background, and from the heterozygotes *su*(*Hw*)^*v*^, *P *[*CaS X*/*K5.3*]/*Or *and *Df*(*3R*)*ED5644*/*Or*, in order to control for genetic background. For each genotype, four independent biological replicates were prepared and co-hybridized with a pool of RNA extracted from similarly staged wild-type larvae. After hybridization and scanning, array data were normalized with VSN and significant changes in gene expression determined using CyberT [28]. 

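The deposited values are log2 ratios of each genotype to the wild-type pool, already normalized by the authors and with the dye swaps already turned. This was tested on the paper's own tables: all 3913 genotype means compared with Additional data files 5 to 8 lay within 0.01 of the means of the deposited values, with a largest difference of 0.005. The values were not centred on 0: array medians in whole larvae averaged 0.14 (SD 0.07, n = 6) with the genotype in Cy3 and -0.08 (SD 0.05, n = 6) with the genotype in Cy5. After 714 control probes printed in 3 or 4 spots each had been left out, 14444 probes remained, of which 12657 carried 1 gene symbol. Whole larval arrays held values for 9110 to 11673 of these probes, with medians of 10386 in su(Hw)/Df, 9678.5 in su(Hw)/+ and 10363.5 in Df/+. Wing disc arrays held values for 4972 to 11157 probes, with medians of 9103.5, 7917 and 8920.5, and 3 of them (su(Hw)/Df replicate 2, su(Hw)/+ replicate 2 and Df/+ replicate 4) held under 50% of the probes. Across probes, arrays of the same genotype and dye orientation correlated with a median r of 0.660 in whole larvae and 0.183 in wing discs, next to 0.547 and 0.309 for arrays of different genotypes with the same dye orientation, so that disc arrays were not more alike within a genotype. In wing discs the lowest of all pairs (su(Hw)/Df replicate 3 and Df/+ replicate 4, of opposite dyes) gave -0.291. The values were analysed with limma in 1 model per tissue over the 3 genotypes, for probes with at least 3 values in each genotype compared, and su(Hw)/Df was compared with the pool and with the mean of the 2 heterozygotes. The pool cancels in the latter comparison.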

In both whole animal and wing disc experiments, we observed a fivefold to sevenfold decrease in *su*(*Hw*) expression, a positive control for the behavior of the arrays.

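In whole larvae the su(Hw) transcript, which encodes the insulator binding protein that the study removes, had a log2 ratio to wild-type of -2.92 ± 0.56 (SD, n = 4) in su(Hw)/Df, which is 7.56-fold lower. In wing discs it was -2.28 ± 0.62 (SD, n = 4), or 4.87-fold lower. Both heterozygotes kept most of the transcript: su(Hw)/+ larvae had -0.54 ± 0.25 and Df/+ larvae -0.33 ± 0.20 (SD, n = 4 each), and the discs had -0.36 ± 0.50 and -0.65 ± 0.46 (SD, n = 4 each). Against the mean of the heterozygotes su(Hw) was 5.59-fold lower in null larvae (log2 -2.48, standard error 0.22, limma's adjusted p = 5.71e-05) and 3.43-fold lower in null discs (log2 -1.78, standard error 0.29, adjusted p = 0.0213). The highest null array, at -2.19 in larvae and -1.52 in discs, lay below the lowest heterozygote array, at -0.86 and -1.17 (exact permutation test, 2-sided, p = 0.00202 over 495 splits in either tissue, the smallest p that 4 arrays against 8 allow). The change was larger than the spread between replicates in both tissues, and in discs limma's call was lost when certain single arrays were left out, above all su(Hw)/Df replicate 4 (log2 -1.54, adjusted p = 0.131). The neighbouring gene Polr2I (RpII15), which encodes a subunit of RNA polymerase II, gave larval log2 ratios of 0.97 ± 0.30 (SD) in su(Hw)/Df and 1.28 in su(Hw)/+ but -0.71 in Df/+ (n = 4 each). The paper's line with tagged Su(Hw) has a transposon named for RpII15 on its su(Hw)v chromosome. Whether a transposon copy of Polr2I added to these values was not analysed.

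**Figure D1:**
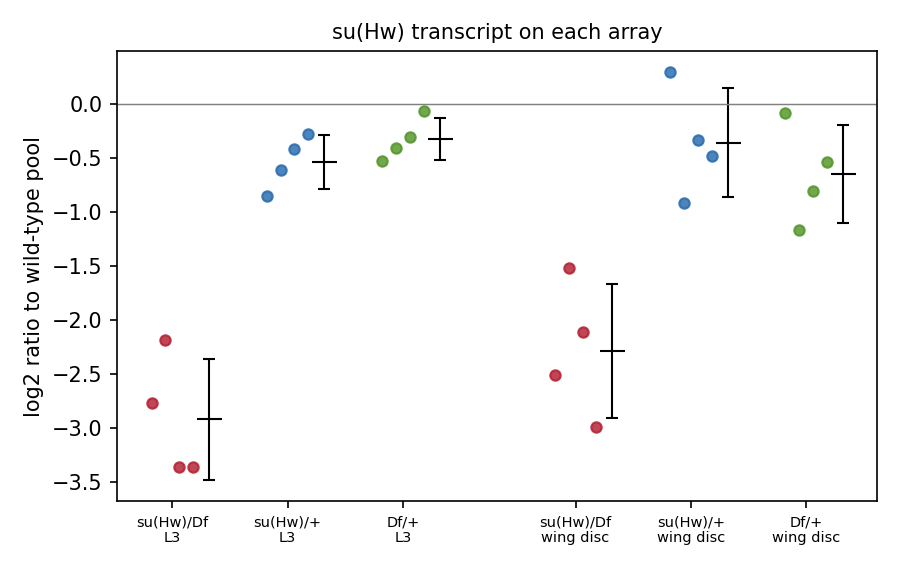
Log2 ratio of su(Hw) to the wild-type pool on each array (points), by genotype and tissue, with the mean and SD of the 4 arrays beside them. The 4 null arrays lie at -2.19 or lower in larvae and at -1.52 or lower in wing discs, below all heterozygote arrays of their tissue.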

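Among named genes the largest rises in su(Hw)/Df larvae against the wild-type pool were LysB, a digestive lysozyme, at log2 4.97 ± 0.70 (SD, n = 4), the cuticle gene Lcp65Ab2 at 3.90 ± 0.14 (SD, n = 3) and the uncharacterised gene CG13575 at 3.74 ± 1.10 (SD, n = 4), and the metal-binding protein gene MtnB reached 3.28 ± 0.19 (SD, n = 4). The largest falls were those of tRNA:Tyr-GTA-2-1 at -4.42 ± 0.92, CG6283 at -4.06 ± 0.98 and the lysozyme gene LysX at -3.94 ± 0.89 (SD, n = 4 each). The tRNA gene was almost as low in the heterozygotes, at -4.23 in su(Hw)/+ and -3.55 in Df/+, whereas LysX was at -1.32 and -1.55. Genes of glycolysis and trehalose metabolism, the main route of sugar use, were mostly higher: 16 of 20 rose and 1 fell (16 and 2 when adjusted over the list alone), with Pgm1 at 1.74, PyK at 1.52 and Tpi at 1.43, while Treh fell to -0.53. Part of this was shared with the heterozygotes, where Pgm1 was at 1.22 in su(Hw)/+ and 0.86 in Df/+ and PyK at 1.31 and 1.06. This list ranked above other genes by camera (adjusted p = 1.71e-05; adjusted p = 0.0544 with an estimated correlation). A further probe of Tpi had a mean of 0.11. Members of lists of other tissues were called in this comparison too: 7 of 10 fat body storage genes rose and none fell, 7 of 12 haemocyte and crystal cell markers rose and 2 fell, 5 of 15 muscle structural genes rose and 1 fell, and 6 of 13 testis genes fell and none rose (9 and 0, 8 and 2, 8 and 1, and 0 and 6 higher and lower when adjusted over the list alone). Each of these lists passed camera with the preset correlation (adjusted p from 0.000146 to 0.0301). With an estimated correlation none did (adjusted p = 0.0544, 0.0957, 0.43 and 0.39 in the same order), and 27.7% of all probes were called in this comparison. Of 17 antimicrobial peptide and humoral immunity genes 9 fell and 2 rose (10 and 2 when adjusted over the list alone), among them Drsl5 at -3.32 and Mtk at -1.90 against AttD at 1.13 with 3 values (camera, adjusted p = 0.000954; adjusted p = 0.0544 with an estimated correlation). In the heat shock list 8 of 11 genes rose and none fell (8 when adjusted over the list alone; camera, adjusted p = 5.00e-05; adjusted p = 0.0957 with an estimated correlation). Over all 9554 probes tested by limma, 1383 were higher and 1263 lower at an adjusted p under 0.05, and 3848 had an unadjusted p under 0.05. By a plain test of each probe's mean against 0, 402 probes with a log2 ratio of at least 0.8 in size had a p of 0.01 or less, 217 higher and 185 lower.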

Summarizing the expression data, in the whole animal we found 838 genes with greater than 1.7-fold expression change in the *su*(*Hw*) null compared with wild-type (*P *≤ 10^-2^). 

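At the stricter p of 0.001 or less by the per-probe test, 93 probes with a larval log2 ratio of at least 0.8 in size remained, 49 higher and 44 lower in su(Hw)/Df. They included the heat shock genes Hsp70Ba (3.03), Hsp70Ab (3.16) and Hsp68 (2.88), whose products refold damaged proteins, and w (2.31), the eye pigment transporter gene that marks CaSpeR transposons and that was raised in both heterozygotes too (0.65 in su(Hw)/+ and 1.12 in Df/+). Against the heterozygotes w was higher by 1.42 (limma's adjusted p = 0.000484), whichever array was left out. The su(Hw)v chromosome of su(Hw)/Df and su(Hw)/+ carries a CaS transposon, so part of the w signal can come from a transgene. Whether the deletion chromosome also carries a w marker was not analysed here. Among those lower were the detoxification enzyme gene Cyp6d5 (-2.54), the cuticle gene Cpr49Ag (-1.99) and the digestive serine protease genes Jon65Aiii (-1.34) and Jon65Aii (-1.18). All of these genes passed limma's test against the pool as well, with w at a standard error of 0.14 and an adjusted p of 4.10e-07.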

Restricting this to a more conservative *P *value cut-off of ≤10^-3^, we detect 405 genes with greater than a 1.7-fold change. Filtering this list to remove genes that also showed changes in the two control heterozygous conditions, eliminating genes with a fold change approximately half or more of that in the homozygous condition and a *P *value ≤ 10^-2^, left 206 genes (Figure 9 and Additional data file 5). 

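Removing the probes that changed in the same direction in a heterozygote by at least a share of 0.5 of the null change, at a p of 0.01 or less, left 45 of the 93 probes, 21 higher and 24 lower, and at a null p of 0.01 or less it left 207, 109 higher and 98 lower. Kept at the stricter p were MtnB (0.88 in su(Hw)/+ and 0.58 in Df/+), Hsp68 (0.27 and 1.10), Cyp6d5 (-0.33 and -0.99), which lies in the stretch around su(Hw) that had lower values in Df/+, and, with the value of su(Hw)/Df first, the apoptotic caspase gene Drice (-0.98, 0.33 and 0.04). Removed were LysB (3.06 in su(Hw)/+ and 2.87 in Df/+) and, with the value of su(Hw)/Df first, CG13962 (3.17, 2.03 and 1.46), Hsdl2 (3.10, 1.79 and 1.85) and CG14153 (-3.45, -2.64 and -2.56), which were changed in all 3 genotypes. By limma, 2522 probes changed in su(Hw)/+ larvae and 1907 in Df/+ larvae against the same pool, next to 2646 in su(Hw)/Df. The 3 comparisons share the pool, so part of their likeness can come from it.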

In the case of the wing disc, 89 genes showed a greater than 1.7-fold change (*P *≤ 10^-2^), 37 changed at the more stringent *P *value (≤10^-3^), and 22 remained after filtering changes in the control heterozygotes (Figure 9 and Additional data file 6). 

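In wing discs the antimicrobial peptide genes Drsl5 (log2 -4.07 ± 0.24, SD, n = 4), DptA (-2.39 ± 0.77, n = 4) and Drsl4 (-2.42 ± 0.87, n = 4) were lower than in the wild-type pool, and their values were low in both heterozygotes too (Drsl5 -3.75 in su(Hw)/+ and -2.15 in Df/+). Of the 6 measured antimicrobial peptide genes 3 fell and none rose (5 and 0 when adjusted over the list alone; camera on 4 of them with a median of -2.40, adjusted p = 0.00211 with an estimated correlation). The fat body gene Fbp1 was also lower (-2.25 ± 1.01, SD, n = 4), though its call was lost when either of 2 arrays was left out, and its values in the heterozygotes were -3.45 and -2.09. In the fat body storage list 1 of 8 fell and none rose (3 and 1 when adjusted over the list alone; camera, adjusted p = 0.00287; adjusted p = 0.226 with an estimated correlation). In the cuticle protein list 2 of 25 genes, Cpr49Ag (-1.47 ± 0.45) and the chitin-binding protein gene Gasp (-0.97 ± 0.29), fell and none rose (4 and 1 when adjusted over the list alone). The 25 had a median of -0.11, and camera used 6 of them with a median of -0.70 (adjusted p = 0.00218 with an estimated correlation). Among glutathione S-transferases, enzymes of detoxification, 2 of 17 fell and none rose (2 and 1 when adjusted over the list alone): GstZ1 and GstD1 (-0.72 ± 0.41). The GstD1 call was lost without any of 9 of the 12 arrays and with recentred arrays. The 17 had a median of -0.0095, and camera used 10 with a median of -0.16 (adjusted p = 0.0485 with an estimated correlation). The largest rises of named genes were those of w at 2.82 (5.25 in su(Hw)/Df replicate 1 and 1.82 to 2.31 in the others) and CG32432 at 2.44, and the cell death activator gene rpr (1.19 ± 0.16, SD, n = 3) was also higher. The rise of w can come in part from the transposon of the su(Hw)v chromosome. By the per-probe test 37 probes with a log2 ratio of at least 0.8 in size had a p of 0.01 or less, 14 higher and 23 lower, and 26 of them, 13 higher and 13 lower, remained after the heterozygote filter. At a p of 0.001 or less there were 3 probes (Drsl5, Jhbp2 and CG31997), of which 2 remained. Limma called 25 probes higher and 38 lower of 7218 tested. Against the heterozygotes it called 5 of 5550: CG4115 was higher (1.31, adjusted p = 0.0213), and the chitinase gene Cht2 (-1.31), CG11961 (-1.57), GstZ1 (-1.31) and su(Hw) were lower, and 240 probes had an unadjusted p under 0.05. No probe was called when su(Hw)/Df replicate 1 or replicate 4 was left out, and the GstZ1 call (adjusted p = 0.0481) was lost without any of 10 of the 12 arrays.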

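In both tissues Actbeta, a ligand of the activin pathway, and CG9813 were higher in su(Hw)/Df: Actbeta had a log2 ratio of 2.93 ± 0.49 (SD, n = 4) in whole larvae and 1.73 ± 0.18 (n = 3) in wing discs, and CG9813 had 2.61 ± 0.44 (n = 4) and 1.80 ± 0.44 (n = 4). The splicing factor gene B52, with 4 probes, was higher on 1 of them in both tissues (1.07 ± 0.28 and 1.32 ± 0.36, SD, n = 4). Its remaining probes had larval means of 1.12, 0.03 and 0.28 and disc means of 0.65, 0.20 and -0.04. The translation initiation factor gene eIF-4E (eIF4E1) was lower on 1 probe (-1.23 ± 0.22 and -1.31 ± 0.23, n = 4), and its other probe had 0.01 in larvae. The juvenile hormone binding protein gene Jhbp2 (CG2016) was lower in both, at -1.75 ± 0.27 (SD, n = 4) in discs. CG9362 (GstZ1) was at -2.17 ± 0.60 and -1.71 ± 0.44, CG9027 (Sod3), an extracellular superoxide dismutase, at -0.84 ± 0.18 and -0.82 ± 0.19 (in discs limma's adjusted p = 0.0549), and CG5590 (Hsdl2) at 3.10 ± 0.47 and 0.91 ± 0.23 (SD, n = 4 each). Against the heterozygotes in discs, B52, eIF4E1, Jhbp2, Sod3 and Hsdl2 did not pass (limma's adjusted p from 0.294 to 0.923). There su(Hw)/+ and Df/+ had 0.81 and 0.84 for the named B52 probe, -0.93 and -1.06 for Jhbp2, and 0.53 and 0.55 for Hsdl2. In larvae B52 and Sod3 did not pass against the heterozygotes either. Actbeta and CG9813 had too few heterozygote values for this test in both tissues. The insulin-binding protein gene ImpL2, with 3 probes, was at 0.90, 0.79 and 2.03 in larvae (limma's adjusted p = 0.000108, 0.00182 and 0.000507) and, for the first of these, at 0.67 ± 0.44 in discs and for the second at 0.84 ± 0.26 (SD, n = 4), where neither passed limma's test (adjusted p = 0.752 and 0.706). After the filter at a p of 0.01 or less by the per-probe test, ImpL2 was kept on the first probe in larvae and on the second in discs. The lists made by the per-probe test and the heterozygote filter shared 1 probe at a p of 0.001 or less, that of Jhbp2. By limma against the heterozygotes, su(Hw), CG11961, Cht2 and GstZ1 fell in both tissues, 4 probes where 0.0368 are given by chance among 5105 tested in both (Fisher's exact test, 1-sided, p = 6.31e-09). The fall of su(Hw), 1 of the 4, was set by the genotypes, so this p overstates the overlap of the other genes, which was not tested alone. In discs the call of each of the 4 was lost when 1 array was left out, for any of at least 2 arrays. Of the 94 larval calls measured in discs 74 had the same sign there. No probe differed between the tissues at an adjusted p under 0.05 by limma (smallest 0.113), and 225 of 5105 had an unadjusted p under 0.05.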

The filtered lists overlap by nine genes: *activin-beta*, *B52*, *CG5590*, *CG9027*, *CG9362, CG9813*, *eIF-4E*, *ImpL2*, and *su*(*Hw*). 

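Changed genes of whole larvae lay next to each other more often than by chance, and several of these neighbours carry names of the same gene family. In the gene order of the Release 6 assembly, 208 of 6921 genes changed against the heterozygotes, and 17 pairs of neighbours had both changed, where 6.20 were expected (10000 permutations, p = 0.0001, the smallest they can give). In 13 pairs both genes were lower, in 2 both were higher and in 2 they went opposite ways. The runs included the serine proteases yip7, Jon65Aiv, Jon65Aiii and Jon65Aii on 3L (log2 -1.33, -0.91 and -1.10 for the Jon65A genes), the trypsins etaTry, alphaTry and epsilonTry on 2R (-1.18 for etaTry and -0.99 for alphaTry), the drosomycin-like genes Drsl4 and Drsl5 on 3L, Jhbp2 and Jhbp1 on 3R, and Hsp70Ba and Hsp70Bbb on 3R. Probes of related genes can take up RNA of one another where their sequences are alike, which was not tested here. Without the genes around su(Hw) itself, an alternative chosen after the data were seen, there were 16 pairs where 5.83 were expected (permutation p = 0.0003). No difference between chromosome arms was found (permutation test, p = 0.55): the share of changed genes ran from 2.45% on X through 2.70% on 2L, 3.16% on 2R and 3.25% on 3L to 3.35% on 3R, with 0 of 44 on chromosome 4. Against the pool there were 707 pairs where 667 were expected (permutation p = 0.0141). No difference between arms was found in larvae against the pool (permutation p = 0.65) or in discs against the heterozygotes (permutation p = 0.463). In discs against the pool the unadjusted permutation p was lower, with 0.547% of genes changed on 2L, 1.36% on 3R and 2 of 37 on chromosome 4 (permutation p = 0.0298, and 0.0457 without the genes around su(Hw)), and 1 pair of neighbours changed (permutation p = 0.448). Among the fixed gene lists with no member that changed against the heterozygotes in larvae, none changed of 8 histone genes, 38 genes of the proteasome list, 17 ecdysone response genes, 14 wing disc patterning genes and 14 muscle structural genes (0 of each when adjusted over the list alone, apart from 1 ecdysone gene that was lower). None changed either of 10 fat body storage genes and 10 haemocyte and crystal cell markers, but 2 in each were higher when adjusted over the list alone. For these 2 lists the camera adjusted p was 0.00972 and 0.0308, and 0.146 for both with an estimated correlation. The camera adjusted p was 0.395 for histones, 0.793 for the proteasome list, 0.697 for ecdysone response genes, 0.107 for patterning genes and 0.0141 for muscle genes (adjusted p = 0.392 with an estimated correlation). Only 1 of 36 ribosomal protein genes was higher, RpL3 on 1 of its 3 probes (1.14, adjusted p = 0.013).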

We conducted an analysis to look for any over-represented features in the set of differentially expressed genes (Gene Ontology annotation, chromosomal position, clustering, or presence of introns) but found no significant associations. 

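Within the Adh region, a stretch of chromosome arm 2L, the zinc transporter gene ZnT35C was higher in su(Hw)/Df larvae against wild-type (log2 1.73), as was the phagocytosis receptor gene NimC2 (0.99). Lower were CG7916 (-1.58), the phosphatase gene PRL-1 (-1.43), the cuticle-associated genes Vajk2 (-1.30) and Vajk3 (-1.25), CG11865 (-0.85), CG8997 (-0.78), CG7953 (-0.71) and Rab14 (-0.59), a regulator of vesicle traffic. These 10 were the genes with a log2 ratio of at least 0.5 in size and a p of 0.01 or less by the per-probe test, among 146 of the 229 probes of Additional data file 7 that had at least 3 values. The share of 6.85% changed was not distinguishable from the 8.01% of all other probes (Fisher's exact test, 2-sided, p = 0.758). By limma 41 of the 146 changed against the pool, 28.1% next to 27.7% elsewhere (Fisher's exact test, p = 0.926). Against the heterozygotes 7 of 120 changed: CG7916, CG7953, CG8997, Vajk2 and Vajk3 were lower, and NimC3 (0.76) and ZnT35C (1.34) higher. In wing discs 75 probes of the region had at least 3 values and none met the same thresholds, limma called 2 of them against the pool and 0 of 58 against the heterozygotes, and 5 had a limma unadjusted p of 0.01 or less with that size. CG4930 (EndoGI) was at 1.03 ± 0.40 in larvae (limma's adjusted p = 0.00045) and at 0.88 ± 0.54 in discs (adjusted p = 0.151; SD, n = 4 each). The larval count rose to 37 at a p of 0.1 or less and to 35 with limma's unadjusted p.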

Focusing on the *Adh *region, we relaxed our selection criteria and from the 229 genes represented on the array identified 19 genes from whole larvae and three genes from wing discs with more than 1.4-fold change (*P *≤ 10^-2^), with a single gene (*CG4930*) common to both datasets (Figure 7 and Additional data files 7 and 8).

**Figure 9:**
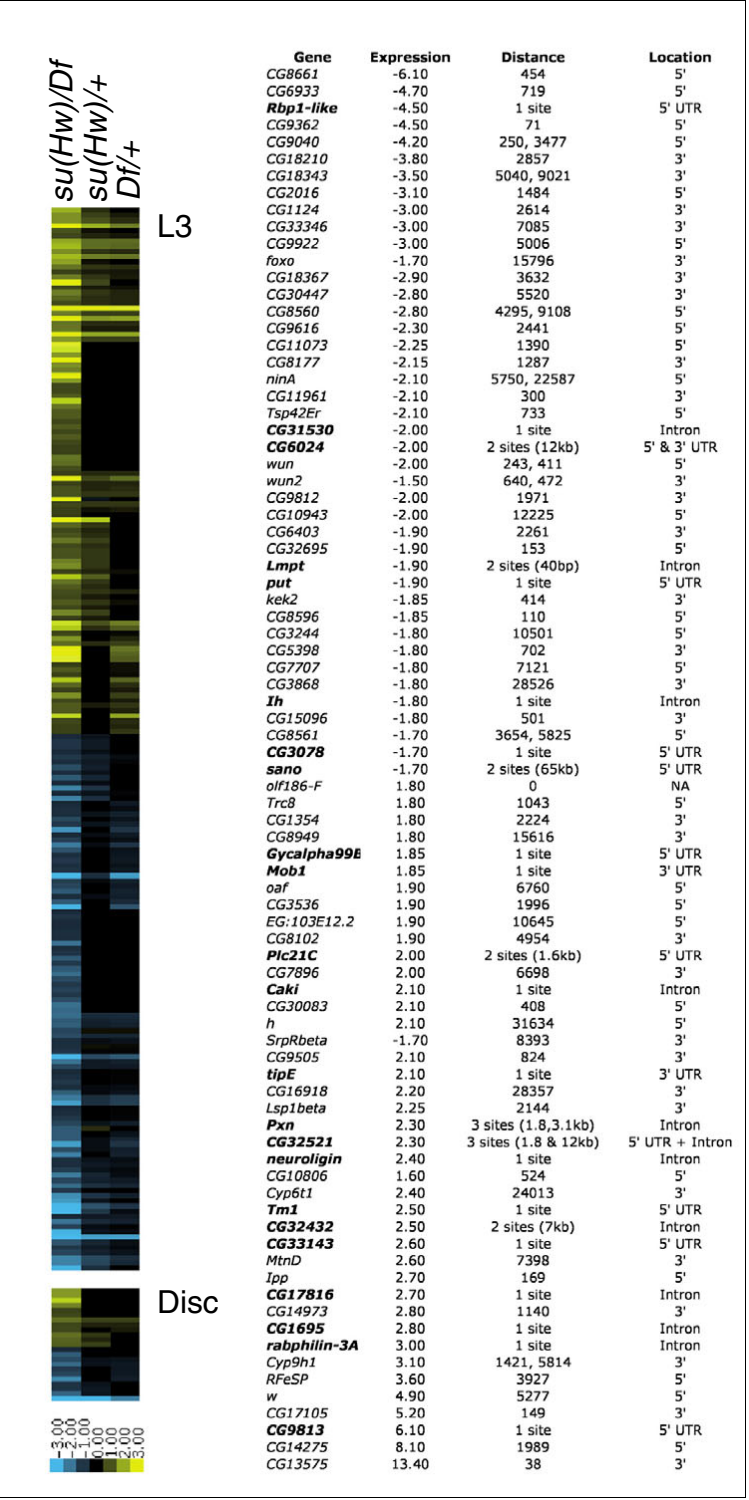
Genes with expression changes in su(Hw) mutant larvae (L3) and wing discs. A cluster diagram showing changes in gene expression in a *su*(*Hw*) null condition compared with changes in the heterozygous controls (fold change ≥ 1.7, *P *≤ 10^-3 ^for the mutants and approximately half the fold change at *P *≤ 10^-2 ^for the heterozygotes). The table lists those genes with greater than 1.7-fold expression change that have predicted Suppressor of Hairy-wing (Su [Hw]) binding sites within 30 kilobases (kb). The Expression column shows the absolute fold change for each gene. The Distance column indicates the distance between the gene model and Su(Hw) sites(s); for those genes with predicted sites within the gene model, the number of sites are indicated. If there is more than one site, the distance between them is given. The Location column indicates where the predicted sites lie with respect to the gene models. UTR, untranslated region.

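Against the heterozygotes, some heat shock genes rose in su(Hw)/Df larvae: Hsp70Ba by log2 2.91 (standard error 0.25, limma's adjusted p = 5.71e-05), Hsp70Bbb by 2.76, Hsp70Ab by 2.63 and Hsp68 by 2.19, each with 4 arrays per genotype. These 4 rose, none fell and 7 of the 11 measured did not pass the test (7 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 2.15e-06; adjusted p = 0.146 with an estimated correlation). The Hsp70 genes are near copies that a probe may not tell apart. Many digestive enzymes of the midgut fell: 10 of 28 were lower, 1 was higher and 17 did not pass (12 and 1 when adjusted over the list alone; camera, adjusted p = 3.19e-07; adjusted p = 0.209 with an estimated correlation). The lysozyme LysX was at -2.50 (standard error 0.28, adjusted p = 0.000357), the serine proteases yip7 and Jon74E at -2.17 and -1.89, and the trypsin epsilonTry at -1.42, while LysB was at 2.00 (and at -0.96 when the sum of the heterozygote changes was subtracted in place of their mean). In the antimicrobial list Drsl5 (-2.76), Drsl4 (-2.40) and Drs (-1.59) were lower, AttB (1.27) was higher and 11 of 15 did not pass (3 and 2 when adjusted over the list alone; camera, adjusted p = 0.0263; adjusted p = 0.146 with an estimated correlation). Glutathione S-transferases had 3 of 19 lower, GstD10 (-1.70), GstZ1 (-1.18) and GstD1 (-0.65), and none higher (4 and 2 when adjusted over the list alone; camera, adjusted p = 0.0515). Of 38 genes of the cytochrome P450 list, taken by symbol, Cyp6d5 (-1.88), a gene of the stretch around su(Hw), and Cyp312a1 (-0.82, or 0.12 with the sum of the heterozygote changes) were lower and Cyp9h1 (1.23) was higher (4 and 3 when adjusted over the list alone; camera, adjusted p = 0.0141; adjusted p = 0.163 with an estimated correlation). The cuticle list had 3 of 24 lower, led by Cpr49Ag (-1.32), with none higher (3 and 0 when adjusted over the list alone; camera, adjusted p = 0.0345; adjusted p = 0.392 with an estimated correlation). Late-puff genes of the salivary gland, Eig71Eh (-1.90) and Eig71Ei (-1.58), were lower among 12 glue and late-puff genes with none higher (3 and 0 when adjusted over the list alone; camera, adjusted p = 0.0387; adjusted p = 0.214 with an estimated correlation). Neuronal genes had elav (0.63) and CASK (0.71) higher of 11 and none lower (4 and 0 when adjusted over the list alone; camera, adjusted p = 0.000659; adjusted p = 0.056 with an estimated correlation). The glycolysis list had Tpi (1.17) and Men (0.91) higher of 19 and none lower (3 and 1 when adjusted over the list alone; camera, adjusted p = 0.0387; adjusted p = 0.303 with an estimated correlation). Outside the lists MtnB was higher by 2.55, CG13575 by 3.29, CG14275 by 2.74 and CG7191 by 2.63, and CG1468 lower at -3.12, CG8661 at -2.51 and CG6283 at -2.31. Calls of Drsl4, AttB, GstD10, GstZ1, Cyp312a1, LysB, epsilonTry, Eig71Eh, elav, CASK, Men and the other cuticle genes, Cpr51A and Cpr12A, were lost when at least 1 array was left out (highest adjusted p from 0.0531 for GstZ1 to 0.156 for Men), and those of elav, CASK, Men and Cpr12A also with arrays recentred to a median of 0. In all, 89 of 8197 probes were higher and 144 lower at an adjusted p under 0.05. With the sum of the heterozygote changes subtracted the balance turned, to 424 higher and 322 lower with 112 of the 233 calls kept, and without su(Hw)/Df replicate 4 it was 112 higher and 121 lower. The pool does not cancel with the sum, so a change against the pool shared by all 3 genotypes enters with the opposite sign. The total fell to 145 without su(Hw)/Df replicate 3 and to 150 without Df/+ replicate 4, and rose to 408 with a dye term. Of the 50 named genes called here 29 kept their call whichever array was left out.

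**Figure D2:**
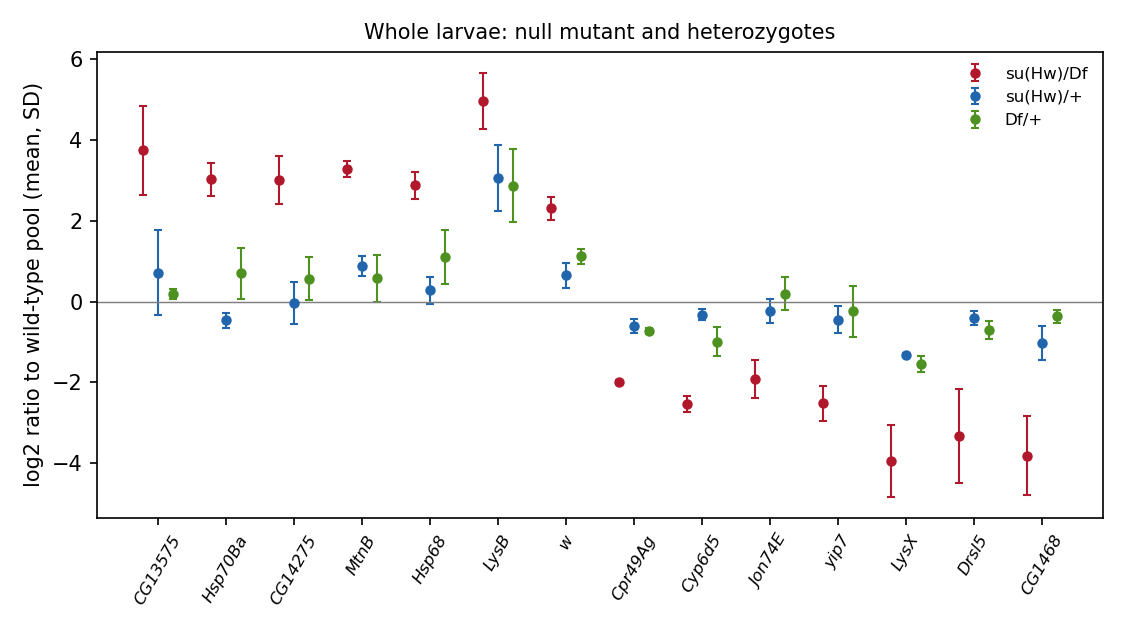
Log2 ratio to the wild-type pool (mean and SD of up to 4 arrays) of 14 genes in whole larvae of the null and the 2 heterozygotes. Hsp70Ba, MtnB and CG14275 lie at 3.03, 3.28 and 3.01 in the null, and CG1468 at -3.82, with both heterozygotes nearer to 0.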

We looked at the association between genes with changed expression and predicted *in vivo *Su(Hw) binding sites. At a genome-wide scale we identified 83 genes with a 1.5-fold or greater change in expression (*P *≤ 10^-2^) that have a predicted Su(Hw) binding site within 30 kb (Figure 9). Of these, 24 genes have predicted binding sites within the gene model and seven of these genes have more than one site; none of the sites are in predicted coding sequence. We identified five cases in which adjacent genes, separated by a Su(Hw) binding site, both show expression changes in *su*(*Hw*) null mutants. In four of these cases the adjacent genes are divergently transcribed (*CG2016 *and *CG1124*, *CG9922 *and *foxo*, *wun *and *wun2*, and *CG10806 *and *neuroligin*) and in the remaining case they are convergently transcribed (*SrpRbeta *and *h*). 

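Both juvenile hormone binding protein genes of the first pair were lower in su(Hw)/Df larvae: CG2016 (Jhbp2) had a log2 ratio to the pool of -1.65 ± 0.25 and CG1124 (Jhbp1) of -1.60 ± 0.41 (SD, n = 4 each), and against the heterozygotes they were at -1.25 (standard error 0.15, limma's adjusted p = 0.000453) and -0.92 (standard error 0.19, adjusted p = 0.0197). Of the lipid phosphatase genes wun and wun2, wun2 was at -0.54 ± 0.32 (SD, n = 3) against the pool. Against the heterozygotes wun fell (-0.77, adjusted p = 0.00742), and wun2 did not pass the test (-0.61, adjusted p = 0.132). CG9922 was at -1.56 ± 0.37 and foxo, the transcription factor of insulin signalling, at -0.75 ± 0.45 (SD, n = 4 each), and against the heterozygotes at -0.74 (adjusted p = 0.0283) and -0.67 (adjusted p = 0.0685). Both genes of this pair lie in the stretch around su(Hw) that had lower values in Df/+, where foxo was at -0.45, next to 0.29 in su(Hw)/+. The null carries the same deletion, so falls in this stretch need not follow from loss of su(Hw). The calls of Jhbp1 and CG9922 were lost when certain single arrays were left out (highest adjusted p = 0.0585 and 0.0847). That of CG9922 was lost also with arrays recentred to a median of 0, and with the sum of the heterozygote changes its value was 0.08. CG10806 (Nha1), an ion exchanger gene, and the synaptic adhesion gene Nlg2, taken from its name as the neuroligin of this pair although the array holds other neuroligin genes, were higher against the pool, at 0.67 ± 0.17 (adjusted p = 0.00171) and 1.24 ± 0.73 (adjusted p = 0.00987; SD, n = 4 each). Nha1 did not pass against the heterozygotes (0.39, adjusted p = 0.197), and Nlg2 had too few heterozygote values to be tested. The segmentation gene h (hry) was at 1.06 ± 0.61 against the pool (adjusted p = 0.00207) and at 0.48 against the heterozygotes (adjusted p = 0.356). SrpRbeta was not analysed here. In wing discs foxo, wun, wun2 and h were measured in all genotypes and none passed either test, with adjusted p from 0.425 upwards against the pool.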

With two of these paired genes, the intergenic region contains two Su(Hw) sites. Again focusing on the *Adh *region, for which we have ChIP binding data, we looked for an association between Su(Hw) binding site clustering and changes in gene expression but found none (Figure 7). 

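Larvae of the su(Hw) null had changes in genes of varied function, and its wing discs in few genes. Only the heterozygotes came from outcrosses to Oregon-R, so effects of background are not told apart from loss of su(Hw). In whole larvae heat shock genes such as Hsp68 and the metal-binding protein gene MtnB rose, while digestive proteases such as Jon74E, the cuticle gene Cpr49Ag and the juvenile hormone binding protein gene Jhbp2 fell against both the pool and the heterozygotes. In larvae 27.7% of 9554 probes changed against the pool and 2.84% of 8197 against the heterozygotes, which were themselves changed at 28.3% (su(Hw)/+) and 19.7% (Df/+) of their probes. In wing discs 63 of 7218 probes (0.873%) changed against the pool and 5 of 5550 against the heterozygotes. In simulated data of the same design with known changes, a log2 change of 0.5 was found against the heterozygotes for 6% of probes in larvae and 0% in discs, a change of 1 for 55% and 51%, and a change of 2 for 98% and 96%, so small changes are mostly missed. The simulated discs gave 101 calls against the heterozygotes, next to 5 in the real ones. With fewer changed probes the adjustment of p is stricter, so these disc shares can be too high for the real data. With an estimated correlation camera called 0 of 19 gene lists in larvae in either comparison, and in discs 3 of 14 against the pool and 2 against the heterozygotes. Among the 33 probes tested in the stretch around su(Hw), 5, su(Hw) included, were lower and 2 higher in null larvae than in the heterozygotes. That is 21.2% changed, next to 2.77% elsewhere, and the stretch had a median of -0.34. Distances to Su(Hw) binding sites were not analysed here. Taking its findings together, the paper concludes that loss of su(Hw) has widespread general effects on expression and that many of the changes are not associated with closely spaced binding sites.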

Taken the findings together, we draw the following conclusions: loss of *su*(*Hw*) has widespread general effects on gene expression; many changes in gene expression are not associated with closely spaced Su(Hw) binding sites; and of those genes that show altered expression in *su*(*Hw*) mutants and that have at least one associated Su(Hw) site, the majority have only a single site.

## Discussion

Using ChIP array we have identified approximately 60 sites across the 3 Mb *Adh *genomic region that are bound by Su(Hw) *in vivo *(Figure 1), representing a large increase in the number of identified Su(Hw) binding sites. Analysis of these endogenous Su(Hw) binding sites allowed considerable expansion of the Su(Hw) consensus binding sequence. The existing Su(Hw) binding consensus was formed from the 12 sites in the 5'-untranslated region of the *gypsy *transposable element. These sites provided a consensus 12 bp sequence, 5'(TC)(AG)(TC)TGCATA(CT)(TC)(TC), separated by short, variable AT-rich sequences. As shown in Figure 3, the Su(Hw) consensus derived for the endogenous sites shows sequence preference extending over 20 bp that fits very well with the region of DNA-protein interaction defined by Spana and Corces [32]. This long consensus also fits with the 12 zinc finger domain structure of Su(Hw) and with the striking observation that a high scoring consensus match is highly predictive of protein binding *in vivo *(Figures 1 and 4). This latter finding strongly contrasts with the general experience of transcription factor binding site analysis, in which commonly only a small proportion of the binding sites predicted by sequence are found to be occupied *in vivo*. This was observed, for example, in the ChIP-array analyses of yeast transcription factors [39,40] and lies at the heart of the difficulty in predicting transcription factor targets by *in silico *analysis.

The Su(Hw) results presented here can be contrasted with our previously reported analysis of the genomic binding sites for the heat shock transcription factor Hsf. Even if we only consider perfect matches to the consensus Hsf binding site, GAANNTTCNNGAA, this gives a minimum number of 32 sites across the 3 Mb *Adh *region, whereas ChIP array analysis indicates clear *in vivo *Hsf occupancy at only two sites [26]. Considering that many functional Hsf binding sites are less-than-perfect matches to the consensus, this indicates that only a very small fraction of potential Hsf binding sites are actually occupied *in vivo*. There may be several explanations for why matches to consensus binding sites are not good predictors of *in vivo *occupancy; for example, the consensus sites may be poorly characterized or the binding of transcription factors may often involve a particular context and neighbouring co-factor binding may be required. Alternatively, many potential binding sites may be obscured by other DNA-binding proteins, by histones or by higher order chromatin structure.

Our observation that high scoring matches to the consensus Su(Hw) site are good predictors of occupancy indicates that Su(Hw) may in some way be special. It may reflect the possibility that Su(Hw) binds on its own whereas many transcription factors achieve specificity through interactions with co-factors. In support of this conclusion, we did not find strong sequence conservation immediately flanking the Su(Hw) binding site; also, in the conservation that we observed by unbiased pattern matching in the MEME analysis, the highly conserved residues fit excellently with the contact residues previously described for Su(Hw) [32]. It can be speculated that the comparatively long Su(Hw) motif would functionally resemble a series of multiple shorter transcription factor binding sites. A direct connection between DNA sequence and Su(Hw) binding would also fit with the proposed chromosomal architectural role for Su(Hw) and may indicate that chromatin structure does not restrict the availability of Su(Hw) sites. A straightforward link between DNA sequence and Su(Hw) occupancy is also supported by the striking observation that the same set of binding sites is occupied by Su(Hw) in a variety of developmental stages and tissues. Our analysis of Su(Hw) binding site occupancy in 0 to 20 hour embryos, third instar larval brain, and third instar larval imaginal discs indicates that most sites, if not all, are constitutively occupied by Su(Hw). This lack of developmental regulation of Su(Hw) binding is consistent with a constant chromosomal architectural role for the Su(Hw) protein.

The presence of the AT tracts flanking the core Su(Hw) binding site suggested to Spana and Corces [32] that DNA bending may be involved in the interaction of Su(Hw) with its binding site. They tested this by mutating the flanking regions and concluded that DNA bending was a factor both for the binding of Su(Hw) *in vitro *and for *in vivo *insulator function. Interestingly, although we find that the endogenous sites we identified do not contain the same configuration of core and conserved A/T-rich flanking sequences, these sites nevertheless exhibit a strong bendability profile (Figure 8). This supports the idea that the local DNA conformation may play an important role in Su(Hw) target specificity.

A significant observation from our genomic analysis of Su(Hw) sites is that, in contrast to the 12 sites within the 340 bp *gypsy *insulator, endogenous sites are not arranged in clusters. This is in agreement with the characterization of the first endogenous site between *yellow *and *achaete*, in which the functional insulator only contains two putative Su(Hw) binding sites separated by 49 bp [20,21]. Indeed, in this case it is not entirely clear that there are two closely spaced *in vivo *binding sites. Although two Su(Hw) binding sites were capable of being band-shifted by Su(Hw) protein, only one molecule of Su(Hw) appears to be associated with a 125 bp fragment that contains both sites. We note that both sites score moderately well with our *in vivo *consensus (site 1A-1 Patser *P *= e^-13.5^, 1A-2 Patser *P *= e^-14.3^), although 1A-1 lacks the conserved G at position 17. Recent genome-wide analyses of matches to the *gypsy *Su(Hw) consensus also failed to find evidence of extensive site clustering [22,23]. The observation that our newly identified sequences exhibit a different bendability profile from the *gypsy *sequences may explain why multiple *gypsy *sequences are required for insulator activity, whereas the endogenous sites appear to function as single binding sites.

In this analysis we have found that the endogenous Su(Hw) sites differ in several ways from their counterparts in the *gypsy *insulator; they are not tightly clustered, they do not conform to the model of binding site core with flanking AT-rich elements, and they have a different DNA flexibility profile. What are the implications of these differences for the putative endogenous insulator function of these sequences? We can address the clustering issue. From their analysis of synthetic multimers of *gypsy *Su(Hw) binding sites, Scott and coworkers [31] found that four copies of the binding site were required for insulator function in a transgenic enhancer-blocking assay. This suggested that endogenous sites with insulator activity would also have clusters of binding sites, but the endogenous site between *yellow *and *achaete *has been demonstrated to have insulator activity despite having only the two *in vitro *Su(Hw) binding sites. More recently, Ramos and coworkers [22] used an *in vitro *pull down assay to identify a number of putative endogenous Su(Hw) binding sites, and they demonstrated insulator activity for two fragments, each containing only a single Su(Hw) site. Similar conclusions were reached for sites identified by *in silico *analysis [23]. Thus, there is good evidence that single Su(Hw) binding sites can mediate insulator function, and this suggests that either the endogenous sites are more potent than individual binding sites from the *gypsy *element (the *gypsy *sites do not score particularly highly against the *in vivo *consensus; the highest score has a *P *value of e^-13.9 ^and only two sites score better than *P *= e^-10^) or that the units used in the construction of the synthetic multiple site may not have contained all relevant sequences.

Mapping of the Su(Hw) binding sites to the annotated genome does not reveal an exclusive genomic niche for these sites; although most sites are intergenic, there are still many sites (37%) that overlap transcription units. Although this distribution of sites does not immediately lend support to a model in which Su(Hw) functions to partition the genome into separate regulatory domains, it is currently not clear what conclusions we can draw from this analysis of genomic environment. Apart from transcription units, there are at present few genomic features whose distribution we can compare with Su(Hw) sites. We have looked at the mapping of GAGA factor [41] and of the boundaries of neighbourhoods of co-regulated genes [42], but have not identified any revealing correlations.

If the 3 Mb *Adh *region is representative of the genome, then finding 60 sites in this region would predict over 2,000 sites across the *Drosophila *genome. Indeed, searching the whole genome using Patser (matches to consensus with *P *value < e^-15^) yields 2,282 sites, a figure that closely agrees with the 2,500 sites predicted by Ramos and coworkers [22]. How does this relate to the several hundred sites (between 200 and 500) observed in immunolabeling studies on polytene chromosomes [10,19]? This difference could simply reflect the level of resolution of the analysis. However, the comparison between several hundred bands in polytene chromosomes and only 20 to 50 Su(Hw) nuclear puncta in diploid cells has been interpreted to mean that the nuclear puncta represent aggregations of Su(Hw) binding sites [19]. If this argument is also applicable to polytene chromosomes, then the observation of several hundred bands representing more than 2,000 binding sites might indicate that the Su(Hw) binding sites can associate together within the structure of the polytene chromosomes.

From a technical perspective, we have demonstrated the feasibility of ChIP-array analysis with small amounts of specific tissues prepared by dissection. This provides a basis for developmental analysis that allows correlation of binding site occupancy with the progression of cell fate decisions during development. Also, the success of the GFP tagged approach provides an alternative strategy for the general mapping of the binding sites of chromatin associated proteins in *Drosophila*; a GFP gene-trap strategy may be preferable to the prospect of producing specific antibodies against all the chromatin associated proteins in *Drosophila*.

To explore Su(Hw) function we investigated the transcriptional consequences of lack of Su(Hw) using genome-wide microarray analysis. Examining gene expression changes in *su*(*Hw*) null mutant larvae and wing discs, we find widespread changes in gene expression with consistent upregulation and downregulation of many genes. There are no obvious features (gene structure or Gene Ontology classification) that relate the genes with altered expression. Rather, it appears that the effects of loss of Su(Hw) are general. Importantly, fewer than 20% of genes with expression changes are associated with a Su(Hw) binding site within 1 kb of the transcription unit, and of these genes only three are associated with two sites within 1 kb of each other. This supports the contention that endogenous Su(Hw) function is not mediated through clustered binding sites. We recognize that some of the transcriptional changes we observe may reflect compensatory alterations in gene expression in response to loss of Su(Hw) earlier in development. A more detailed analysis of the transcriptional response to loss of Su(Hw) in specific tissues, focusing on the immediate results of removing Su(Hw), will be required to define clearly the role played by Su(Hw) in regulating particular genes. Nevertheless, the reproducible RNA expression changes in *su*(*Hw*) mutants represent a clear molecular phenotype. Although the changes are reproducible and significant, they do not result in a visible phenotype, and the only clear phenotype in *su*(*Hw*) mutants is female sterility. Given the widespread gene expression changes we observe in larvae and imaginal discs, it appears likely that this phenotype represents a specific sensitivity of oogenesis to changes in gene expression rather than a specific requirement for Su(Hw) in this tissue.

## Conclusion

By mapping binding sites of the insulator protein Su(Hw), we have provided a genomic framework for the analysis of the endogenous Su(Hw) function. We find that genomic binding sites for Su(Hw) generally occur as isolated single sites. The high degree of conservation of these sites and the widespread transcriptional effects of loss of Su(Hw) indicate a role for these dispersed sites in transcriptional regulation and fit with a proposed general role of Su(Hw) in the regulatory architecture of the genome.

## Materials and methods

### Fly strains and antibodies

The wild-type strain used was OregonR. A Su(Hw)-GFP transgenic line containing a GFP-tagged version of *su*(*Hw*), *y*[2]; *P*{*su*(*Hw*).*GFP*}; *Df*(*3R*)*su*(*Hw*)^*V*^, *P{casX/K-RpII15} *[17] and rabbit and rat anti-Su(Hw) antisera were obtained from Victor Corces (Johns Hopkins University, Baltimore MD, USA). The affinity-purified rabbit anti-GFP was generated by Palacios and coworkers [43]. For expression profiling, we used the *su*(*Hw*) null strain *su*(*Hw*)^*V*^, *P [CaS X/K5.3] *[17], in combination with the DrosDel deletion *Df*(*3R*)*ED5644 *(a 600 kb deletion encompassing 84A4-88C9 [44]) to produce a null background. The *su*(*Hw*)^*V*^, *P [CaS X/K5.3] *chromosome is poorly viable when homozygous, presumably because of the accumulation of deleterious mutations elsewhere on the chromosome. However, it is healthy over other hypomorphic *su*(*Hw*) alleles and in combination with the *ED5644 *deletion. To obtain *su*(*Hw*) null animals we crossed *su*(*Hw*)^*V*^, *P *[*CaS X*/*K5.3*]/*TM6B*, *Tb *with *Df*(*3R*)*ED5644*/*TM6B*, *Tb *and recovered nontubby third instar larvae. Heterozygotes for each of the *su*(*Hw*) mutant chromosomes were recovered by selecting the nontubby larvae from outcrosses to a wild-type Oregon-R stock. To ensure that animals were precisely age matched, larvae were selected at the soft white pre-pupal stage just after everting their anterior spiracles [45].

### Chromatin isolation and immunopurification

Chromatin from embryos aged between 0 and 20 hours after egg laying was purified as described previously [26]. For the preparation of chromatin from brain and wing discs, late third instar larvae were dissected in ice-cold Schneider's medium. Dissected brains and discs were washed with phosphate-buffered saline, fixed in phosphate-buffered saline/1.5% formaldehyde for 20 min, and washed with phosphate-buffered saline. Batches of material were snap-frozen in liquid nitrogen and stored at -80°C. Chromatin was prepared from a minimum of 20 brains or 50 discs. For immunopurification, in a 300 μl reaction, the specific immunopurification used 2.5 μl rat anti-Su(Hw) antiserum followed by 1 μg rabbit anti-rat Ig (Jackson ImmunoResearch Laboratories, West Grove PA, USA) or 0.06 to 0.1 μg affinity-purified rabbit anti-GFP; the control immunopurification used either 1 μg rabbit anti-β-galactosidase (Rockland, Gilbertsville PA, USA) or 1 μl normal rabbit antiserum. ChIP enrichment was assayed using PCR with specific primers as described previously [26]. The primers used were as follows: gypsy, tcaaaaaataagtgctgcatacttttt and gagcacaattgatgcgcta; 1A-2, tccacctgctactatcccta and ccctgattacacaacaaggt; and *Gpdh*, acgctgacatcctgatcttc and atagaagacgtccacgaagc.

### Genomic microarray analysis

The array description is available from Gene Expression Omnibus under platform accession GPL3689 [29]. Amplification and labeling of DNA from enriched chromatin, as well as hybridizations to genomic DNA tiling arrays, were performed as described previously [26]. For the experiment comparing anti-Su(Hw) with anti-GFP, in each case two independent biological chromatin preparations were used for the specific immunopurifications, along with parallel control immunopurifications. Each labeling was technically replicated via a dye swap, giving a total of four hybridizations for each antibody. In the case of the remaining anti-GFP immunopurifications, four independent chromatin biological replicates were prepared from each tissue source. With the embryo chromatin, each of the biological replicates was technically replicated via a dye-swap, generating eight slides. In the case of the brain and wing tissue, three of the biological replicates were technically replicated via a dye-swap, giving six slides. The remaining immunopurification for each tissue was independently amplified twice, and each of these technically replicated via a dye swap, giving a further four slides. Thus, a total of ten microarray hybridizations were performed for each of the tissues, but one of the wing slides failed, giving nine slides in this case. Microarray scanning, spot finding, and VSN normalization were performed as described by Birch-Machin and coworkers [26] and on the FlyChip web site [46]. For each biological replicate the ratios for the technical replicates were averaged and statistical significance across biological replicates assessed using the CyberT framework [28,47].

### Motif finding, data depiction, and further data analysis

All other data analyses were performed using custom-written Perl scripts or publicly available websites. Motif finding was carried out using the Motif Discovery tool on the Multiple EM for Motif Elicitation v3.0 website [30,48]. Parameters were optimized to discover up to six motifs between 10 and 20 nucleotides in length. The site stack for the *bona fide *Su(Hw) binding motif was then used to create a position-specific weight matrix (Additional data file 2) for the Patser Web interface [49]. Sequences of microarray DNA fragments were searched against this position-specific weight matrix, and relative distances of the Patser hits in respect to the fragment length were transposed to coordinates of the *D. melanogaster *genome sequence (release 4). The consensus sequence for the Su(Hw) binding motif was depicted using the MEME site stack in WebLogo [50,51].

The binding site profile across the *Adh *region was created using Gaussian smoothing of the enrichment factors across 10 (+5/-5) neighboring fragments. Data on the evolutionary conservation of potential Su(Hw) binding sites were obtained by comparison of predicted Patser sites with the 'PhastCons' multiple alignment data available from the University of California, Santa Cruz (UCSC) Genome Browser Web site [52]. Patser hits within fragments that showed enrichment in the microarray experiments were correlated against genomic coordinates of genetic features of coding and noncoding Flybase genes (obtained from UCSC Genome Browser). Biophysical properties of the putative Su(Hw) binding sites were determined for the 100 best Patser hits to the consensus and their genomic context, 100 random fragments of the same length, and the 12 Su(Hw) binding sites in the *gypsy *insulator. Profiles of free stacking energy (coefficients from Protozanova and coworkers [38]) were averaged for the three groups, following the strategy described by Liao and colleagues [53].

### Gene expression profiling of Su(Hw) mutants

Gene expression analysis was carried out using the FL002 (INDAC) whole transcriptome long oligonucleotide microarrays developed and printed in the FlyChip microarray facility [46]. RNA was prepared from larvae and wing discs using standard Trizol extraction, as described on the FlyChip website [46]. For whole larvae, RNA samples were labeled by direct incorporation of Cy3 or Cy5 dyes during first strand cDNA synthesis. For wing discs, RNA from ten pairs of discs was amplified using modifications to standard T7-polymerase protocols, as detailed on the FlyChip website [46]. For each comparison, four independent biological replicates were prepared and hybridized with a wild-type control sample to the arrays in a dye swap configuration (two Cy3 versus Cy5, and two Cy5 versus Cy3). Slides were scanned using an Axon 4000B (Molecular Devices Corporation, Union City CA, USA), and spot finding was performed using the Dapple software [54] and normalized using a custom implementation of the VSN method. Detailed protocols are available from the FlyChip website. All 12 whole larval slides were normalized together, as were the 12 wing disc slides. Average ratios and statistics were calculated with the CyberT package. Raw microarray data are available from the National Center for Biotechnology Information Gene Expression Omnibus site [29] (Platform ID GPL5135 [INDAC_CAM_FL002], series IDGSE7682: Gene expression in *su*(*Hw*) null larvae) and summarized in Additional data files 5 to 8.

## Abbreviations

bp, base pairs; ChIP, chromatin immunopurification; CTCF, CCCTC binding factor; GFP, green fluorescent protein; kb, kilobases; Mb, megabases; PCR, polymerase chain reaction; Su(Hw), Suppressor of Hairy-wing; UCSC, University of California, Santa Cruz; VSN, variance stabilization normalization.

## Authors' contributions

BA and GW performed the ChIP-array experiments and analysed the results. IB-M established the chromatin preparation and ChIP protocols. SG established the microarray platform. MQ performed validation ChIP experiments. LM performed the gene expression profiling. SR and RW conceived the experiments and participated in experimental design and analysis. BA, SR and RW wrote the manuscript. All authors read and approved the final version of the manuscript.

## Additional data files

The following additional data are available with the online version of this paper. Additional data file 1 is a table listing the ChIP-array results. Additional data file 2 contains the Su(Hw) Position Specific Weight matrix. Additional data file 3 is a table listing the Patser data. Additional data file 4 is a figure showing the validation ChIP assays. Additional data file 5 is a table listing gene expression changes in total third instar larvae. Additional data file 6 is a table listing gene expression changes in wing discs. Additional data file 7 is a table listing gene expression changes in total third instar larvae, showing CyberT results for genes in the *Adh *region. Additional data file 8 is a table listing gene expression changes in wing imaginal discs, showing CyberT results for genes in the *Adh *region. Additional data file 9 provides genome browser annotation tracks with coordinates in *Drosophila *genome, release 3.1.

## Supplementary Material

Additional data file 1 Provided is a table listing the ChIP-array results, showing the array ID number, fragment ID, and the values for the mean enrichment, *P *value, and *t*-value derived by CyberT from the embryo, brain, and wing ChIP-array data. Click here for file

Additional data file 2 Provided is a document containing the Su(Hw) position specific weight matrix. Click here for file

Additional data file 3 Provided is a table listing the Patser data, showing fragment ID and the associated Patser matches to the Su(Hw) position specific weight matrix, with details of strand, sequence of match, match Patser score, match Patser *P *value as ln(*P*), and chromosome and nucleotide coordinates in *Drosophila *genome release 3.1. Click here for file

Additional data file 4 Provided is a figure showing the validation ChIP assays to test prediction of binding sites outside the *Adh *region. We selected eight sites across the genome with good matches to the weight matrix (Patser *P *values ranged from e^-16.3 ^to e^-21.5^) and that did not match the consensus (CT)(AT)GC(AC)TACTT(ACT)(CT) presented by Ramos and coworkers [22]. The specific immunopurification used 1 μl rabbit anti-Su(Hw) and the control used 1 μl normal rabbit serum, each in a 300 μl reaction using chromatin from *Drosophila *embryos. ChIP enrichment was assayed using PCR with specific primers, as described previously [26]. Six out of the eight test sites (sites 1 to 6) exhibited clear enrichment, and a further site site (site 7) exhibited weak evidence for enrichment. The primers used were as follows: 1A-2 (see Materials and Methods); 1, tttgctcaatgcaaagcact and gaatgaactgccgtccaact; 2, ccgatcctgcaagagaaaaa and tcaaccgagtacgagtgtgc; 3, ggcctaccgcaaaattcat and gggcaactcattaggcagtc; 4, tgctgtttcttcgagggagt and atgctttggttgcccattac; 5, catgtacgatctgcggaatg and cgcactccaagtgaagaaca; 6, caacattcgccattgcatac and ccacaaatccgctttcaaat; 7, caggccaaaaggcagttcta and tcagagattcgtggcagttg; and 8, cacactcgaagcgtgtgaat and aagtgtgtttgccagtgtgc. Click here for file

Additional data file 5 Provided is a table listing gene expression changes in total third instar larvae, showing CyberT results for 838 genes with better than 1.7-fold (*P *≤ 10^-2^) in the following: su(Hw)/Df (*su*(*Hw*)^*v*^, *P *[*CaS X*/*K5.3*]/*Df*(*3R*)*ED5644*), *Su*(*Hw*)/+(*su*(*Hw*)^*v*^, *P *[*CaS X*/*K5.3*]/+), and *Df*/+ (*Df*(*3R*)*ED5644*/+). 

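In this table Mn is the mean of the log2 ratios of up to 4 arrays per genotype, with positive values for genes higher in the mutant genotype than in the wild-type pool, #obs is the number of arrays with a value and SD their standard deviation. All 838 means of su(Hw)/Df lay within 0.01 of the means of the deposited array values, as did the 833 of su(Hw)/+ and 836 of Df/+ that could be compared. For GILT3, as an example, the deposited values give a mean of 3.11 and an SD of 0.30 over 4 arrays in su(Hw)/Df, and means of 1.95 and 1.96 in the heterozygotes.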

FlyBaseID, Flybase gene identifier; FlyBAse_sym = gene symbol; GeneID, FlyBase annotation symbol; ID, array unique identifier; Mn, mean log ratio of replicates; #obs, slides passing QC filters; p = *P *value; SD, standard deviation; t, t-statistic. Click here for file

Additional data file 6 Presented is a table listing gene expression changes in wing discs showing CyberT results for 89 genes with better than 1.7-fold (*P *≤ 10^-2^) in the following: su(Hw)/Df (*su*(*Hw*)^*v*^, *P *[*CaS X*/*K5.3*]/*Df*(*3R*)*ED5644*), *Su*(*Hw*)/+ (*su*(*Hw*)^*v*^, *P *[*CaS X*/*K5.3*]/+), and *Df*/+ (*Df*(*3R*)*ED5644*/+). Column headings are as for Additional data file 5. Click here for file

Additional data file 7 Presented is a table listing gene expression changes in total third instar larvae showing CyberT results for the 229 genes in the *Adh *region: su(Hw)/Df (*su*(*Hw*)^*v*^, *P *[*CaS X*/*K5.3*]/*Df*(*3R*)*ED5644*), *Su*(*Hw*)/+ (*su*(*Hw*)^*v*^, *P *[*CaS X*/*K5.3*]/+), and *Df*/+ (*Df*(*3R*)*ED5644*/+). Column headings are as for Additional data file 5. Click here for file

Additional data file 8 Presented is a table listing gene expression changes in wing imaginal discs showing CyberT results for the 229 genes in the *Adh *region: su(Hw)/Df (*su*(*Hw*)^*v*^, *P *[*CaS X*/*K5.3*]/*Df*(*3R*)*ED5644*), *Su*(*Hw*)/+ (*su*(*Hw*)^*v*^, *P *[*CaS X*/*K5.3*]/+), and *Df*/+ (*Df*(*3R*)*ED5644*/+). Column headings are as for Additional data file 5. Click here for file

Additional data file 9 Provided are genome browser annotation tracks with coordinates in *Drosophila *genome, release 3.1. Click here for file

# Supplementary material for: Genomic mapping of Suppressor of Hairy-wing binding sites in Drosophila
**Source:** Genome Biol. 2007 Aug 16;8(8):R167. doi: 10.1186/gb-2007-8-8-r167
**Supplement:** Additional data file 9 — Provided are genome browser annotation tracks with coordinates in Drosophila genome, release 3.1.

Annotation Tracks for Genome Browser

Su(Hw)1: *Adh* region sites that match the consensus with a p value of -12 or better and that map to fragments with enrichment of at least 1.7 fold in ChIP from at least one of the chromatin sources. 60 sites

Su(Hw)2: *Adh* region sites that match the consensus with a p value between -12 and -15 and that map to fragments with enrichment of at least 1.7 fold in ChIP from at least one of the chromatin sources. 18 sites.

Su(Hw)3: *Adh* region sites that match the consensus with a p value of -15 or better and that map to fragments with enrichment of at least 1.7 fold in ChIP from at least one of the chromatin sources. 42 sites.

Su(Hw)4: *Adh* region sites that match the consensus with a p value of -15 or better and that map to fragments whose ChIP enrichment does not pass the 1.7 fold threshold. 37 sites.

----- cut below and paste for UCSC -----

browser position chr2L:13500000-16500000

track name=Su(Hw)1 description="SuHw Patser p value ≤ -12 and enrichment ≥ 1.7 fold" color=255,0,0

chr2L	13584993	13585012
chr2L	13607659	13607678
chr2L	13614204	13614223
chr2L	13629839	13629858
chr2L	13632623	13632642
chr2L	13638889	13638908
chr2L	13641670	13641689
chr2L	13667151	13667170
chr2L	13677997	13678016
chr2L	13714589	13714608
chr2L	13824516	13824535
chr2L	13894059	13894078
chr2L	13942758	13942777
chr2L	13969073	13969092
chr2L	13973053	13973072
chr2L	13988200	13988219
chr2L	14014963	14014982
chr2L	14020712	14020731
chr2L	14041051	14041070
chr2L	14082802	14082821
chr2L	14089608	14089627
chr2L	14134128	14134147
chr2L	14134237	14134256
chr2L	14166557	14166576
chr2L	14175641	14175660
chr2L	14179505	14179524

chr2L	14179577	14179596
chr2L	14234119	14234138
chr2L	14234544	14234563
chr2L	14555301	14555320
chr2L	14601019	14601038
chr2L	14688545	14688564
chr2L	14807926	14807945
chr2L	14864561	14864580
chr2L	14919464	14919483
chr2L	15052715	15052734
chr2L	15053529	15053548
chr2L	15075047	15075066
chr2L	15137627	15137646
chr2L	15159546	15159565
chr2L	15555313	15555332
chr2L	15591842	15591861
chr2L	15631187	15631206
chr2L	15634144	15634163
chr2L	15634525	15634544
chr2L	15660497	15660516
chr2L	15667741	15667760
chr2L	15668122	15668141
chr2L	15695494	15695513
chr2L	15717602	15717621
chr2L	15774643	15774662
chr2L	15811071	15811090
chr2L	15898198	15898217
chr2L	15910924	15910943
chr2L	15946636	15946655
chr2L	16116870	16116889
chr2L	16349908	16349927
chr2L	16352558	16352577
chr2L	16355644	16355663
chr2L	16402841	16402860

track name=Su(Hw)2 description=" SuHw -15< Patser p value <= -12 and enrichment >= 1.7 fold " color=0,0,255

chr2L	13973053	13973072
chr2L	14134237	14134256
chr2L	14175641	14175660
chr2L	14179505	14179524
chr2L	14179577	14179596
chr2L	14601019	14601038
chr2L	15052715	15052734
chr2L	15591842	15591861
chr2L	15631187	15631206
chr2L	15634144	15634163
chr2L	15634525	15634544
chr2L	15667741	15667760
chr2L	15668122	15668141
chr2L	15774643	15774662

chr2L	15811071	15811090
chr2L	15946636	15946655
chr2L	16349908	16349927
chr2L	16402841	16402860

track name=Su(Hw)3 description=" SuHw Patser p value <= -15 and enrichment >= 1.7 fold " color=255,0,0

chr2L	13584993	13585012
chr2L	13607659	13607678
chr2L	13614204	13614223
chr2L	13629839	13629858
chr2L	13632623	13632642
chr2L	13638889	13638908
chr2L	13641670	13641689
chr2L	13667151	13667170
chr2L	13677997	13678016
chr2L	13714589	13714608
chr2L	13824516	13824535
chr2L	13894059	13894078
chr2L	13942758	13942777
chr2L	13969073	13969092
chr2L	13988200	13988219
chr2L	14014963	14014982
chr2L	14020712	14020731
chr2L	14041051	14041070
chr2L	14082802	14082821
chr2L	14089608	14089627
chr2L	14134128	14134147
chr2L	14166557	14166576
chr2L	14234119	14234138
chr2L	14234544	14234563
chr2L	14555301	14555320
chr2L	14688545	14688564
chr2L	14807926	14807945
chr2L	14864561	14864580
chr2L	14919464	14919483
chr2L	15053529	15053548
chr2L	15075047	15075066
chr2L	15137627	15137646
chr2L	15159546	15159565
chr2L	15555313	15555332
chr2L	15660497	15660516
chr2L	15695494	15695513
chr2L	15717602	15717621
chr2L	15898198	15898217
chr2L	15910924	15910943
chr2L	16116870	16116889
chr2L	16352558	16352577
chr2L	16355644	16355663

track name=Su(Hw)4 description=" SuHw Patser p value < -15 and enrichment < 1.7 fold " color=128,128,128

chr2L	13576244	13576263
chr2L	13632623	13632642
chr2L	13641670	13641689
chr2L	13749739	13749758
chr2L	13969073	13969092
chr2L	14057173	14057192
chr2L	14106974	14106993
chr2L	14110653	14110672
chr2L	14352281	14352300
chr2L	14688545	14688564
chr2L	14788814	14788833
chr2L	14882942	14882961
chr2L	14939553	14939572
chr2L	14991308	14991327
chr2L	14998235	14998254
chr2L	15056641	15056660
chr2L	15137627	15137646
chr2L	15159546	15159565
chr2L	15212509	15212528
chr2L	15213622	15213641
chr2L	15281950	15281969
chr2L	15370457	15370476
chr2L	15543249	15543268
chr2L	15615023	15615042
chr2L	15658912	15658931
chr2L	15693909	15693928
chr2L	15836263	15836282
chr2L	15872750	15872769
chr2L	15932483	15932502
chr2L	15952587	15952606
chr2L	15961036	15961055
chr2L	16013343	16013362
chr2L	16042590	16042609
chr2L	16056445	16056464
chr2L	16129490	16129509
chr2L	16327530	16327549
chr2L	16365484	16365503

How the deposited data were processed for this re-analysis (not part of the article)

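Expression was measured in whole larvae at the white pre-pupal stage and in wing imaginal discs of su(Hw)/Df, su(Hw)/+ and Df/+ animals, with 4 arrays per genotype and tissue and 24 arrays in all. Each array compared 1 genotype with a pool of wild-type RNA of the same tissue, and the dyes were swapped on 2 of the 4 arrays. The paper calls the 4 samples of a genotype independent biological replicates. No genotype, replicate or column was left unassigned, and 0 value columns were unused.

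The authors deposited 1 value per spot and array, a log2 ratio of the genotype to the pool. The paper states that the arrays were normalized with VSN and tested with CyberT. The version of either tool and the scanner settings are not given in the sources used here. The base of the logarithm and the direction were settled by setting the genotype means beside Additional data files 5 to 8 (3913 of 3913 within 0.01) and beside the folds printed in Figure 9, which equal 2 to the power of the means. Spot intensities were not used here, so the signal over background behind a ratio is unknown. The number of arrays limits the precision, and the SD between spots of 1 probe on 1 array had a median of 0.0896 to 0.130 in larvae and 0.109 to 0.258 in wing discs.

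Of 15158 probes in 17258 spots, 714 that were printed in 3 or 4 spots, among them 42 of eIF4A, were taken as controls and left out. Of the 14444 probes analysed, 12657 had 1 gene symbol (126 of them named from the paper's tables), 96 had several and 1691 had none. Of those with 1 symbol, 12597 were matched to a gene table of the Release 6 assembly, which was used only for current names, chromosome arms and gene order. A probe with several symbols was not named. A gene with several probes stood in a gene list by the probe with most values over the 12 arrays of the tissue. Elsewhere probes were kept apart.

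The log2 ratios were analysed in limma 3.58.1 (R 4.3.3) with 1 model of 3 genotype means per tissue and empirical Bayes moderation. The comparisons were su(Hw)/Df against the pool (a mean against 0), su(Hw)/Df against the mean of the 2 heterozygotes, and each heterozygote against the pool. A probe needed at least 3 values in each genotype compared, and adjusted p-values are from limma with Benjamini-Hochberg adjustment, with a threshold of 0.05. The pool is 1 control RNA per tissue, so its own spread is left out of comparisons with it. A plain per-probe t-test of the su(Hw)/Df values against 0, without CyberT, was counted at a log2 size of at least 0.8, at p thresholds of 0.01 and 0.001 and after the heterozygote filter (same direction, at least a share of 0.5 of the null change, p of 0.01 or less). In the Adh region the size was at least 0.5. The p-values printed in Additional data files 5 and 6 lay within 5% of those of this per-probe test for 838 of 838 and 89 of 89 probes. Tables and permutations used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and statsmodels 0.14.6. Chromosome arms were compared with 100000 permutations and neighbouring pairs with 10000.

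The gene lists were fixed before the deposited values were examined but after the paper's tables, which hold means of the same values, had been seen. Their p-values are therefore not independent of the changes in those tables. There were 22 gene lists: insulator proteins, antimicrobial peptides and humoral immunity, heat shock proteins, cytochrome P450s, glutathione S-transferases, midgut digestive enzymes, salivary glue and late-puff genes, ecdysone response regulators, fat body storage proteins, haemocyte and crystal cell markers, muscle structural genes, neuronal genes, testis and spermatogenesis genes, histone genes, cuticle proteins, glycolysis and trehalose metabolism, ribosomal proteins, proteasome subunits, wing disc patterning genes, cassette and transgene-linked genes, dosage compensation RNAs and yolk proteins. They were tested with camera (preset correlation, and again with an estimated correlation) and with fry, on the probes measured on all 12 arrays, with each gene of 1 symbol represented by 1 probe and probes without a single symbol kept, which left 6208 larval and 3241 disc probes. The preset setting called 11 of 19 lists in larvae against the heterozygotes and 5 of 14 in discs, and the estimated one 0 and 2. Fry, which asks whether a list's genes move one way on balance and does not compare them with other genes, called 11 and 2. The list of ecdysone response regulators also holds effectors, among them Edg78E, Ldh and ImpL1. The cytochrome P450 and proteasome lists were taken by symbol. They therefore also hold the cyclophilin genes Cyp1 and Cyp40 and the synaptic scaffold gene Prosap.

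Named genes follow a rule set before the deposited data were examined but after the values of the paper's tables had been seen: the 10 largest increases and decreases of each comparison that passed the test in the same direction on every null array, su(Hw) and the cassette genes, every gene the paper names in its expression results, and up to 4 members in each direction of each list. Other genes are named only where a count of few genes, a neighbouring pair, the Adh region or the lists made at the paper's thresholds called for it, after their values were seen. Each fitting step was tested on simulated data with changed probes of known size drawn with the real spread. Alternatives were a dye term, recentred arrays, other minimum numbers of values, the replicate number as a block, robust moderation, array weights, leaving out each array in turn, other thresholds and other uses of the heterozygotes as the control. Added after the data were seen were fits without the 3 disc arrays with values for fewer than a share of 0.5 of the probes and without the probes around su(Hw). Distances to Su(Hw) sites and a genome-wide scan for sites were not run.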

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

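Every test of an explanation given here was chosen only after its result had been seen. Of 351 groups of 4 arrays examined for the values reported, 21 held an array far from the others, where about 17.6 are given by chance (1 in 20 groups).

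The genes around su(Hw), of which the paper names CG9922 and foxo as a changed pair, had a signal as a stretch. In the gene order of the Release 6 assembly, 42 genes of arm 3R from Ipp to put had a median of -0.46 for Df/+ minus su(Hw)/+ in larvae (quartiles -0.80 and -0.26), 34 of them below 0, next to -0.06 over all genes, and in wing discs 26 genes of this stretch had a median of -0.50 with 22 below 0. The stretch was chosen from larval arrays, and in discs 0 of 6226 other runs of as many genes were as low (lowest -0.25), which argues against a run of low values by chance. Df(3R)ED5644 was used to remove su(Hw), so by design Df/+ and su(Hw)/Df lack at least 1 copy of the genes it deletes. The disc median of -0.50 lies below every other run, as 1 copy of the deleted genes would give. The ends of the deletion were not placed in this gene order. Differences between the stocks in this region, other than the deletion, stay open and were not tested.

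In larvae 1 array stood apart from the other 3 of its genotype in these cases. In su(Hw)/Df they were Vajk3 in replicate 4 (-1.58, others -1.19 to -1.12), CG8997 in replicate 1 (-0.59, others -0.85 to -0.83), CG7953 in replicate 2 (-0.88, others -0.67 to -0.64) and alphaTry (-2.47, others -1.69 to -1.61) and Mhc (1.33, others 2.39 to 2.51) in replicate 4. In su(Hw)/+ they were CASK (-0.23, others 0.50 to 0.53), CG8661 (-0.35, others 0.07 to 0.15) and CG13962 (2.26, others 1.94 to 1.97) in replicate 1, Cyp9h1 (0.15, others 0.90 to 0.96), CG14153 (-2.92, others -2.58 to -2.52), NimC3 (-0.38, others -0.03 to 0.01) and Jon65Aii (0.39, others -0.53 to -0.39) in replicate 2, and Mst87F (-2.19, others -1.42 to -1.34) and lncRNA:roX1 (-1.98, others -1.13 to -1.08) in replicate 3. In Df/+ they were Nha1 in replicate 1 (0.73, others 0.19 to 0.27), Jhbp1 (-0.92, others -0.63 to -0.58) and Treh (-0.045, others -0.35 to -0.31) in replicate 3, and Vajk3 in replicate 4 (-0.85, others -0.53 to -0.50). In wing discs GstZ1 stood apart in su(Hw)/+ replicate 4 (-1.22, others -0.34 to -0.27), w in su(Hw)/Df replicate 1 (5.25, others 1.82 to 2.31) and rpr in Df/+ replicate 3 (-0.54, others -0.01 to 0.04).

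Among 100 splits of the 12 larval arrays into 3 groups of 4, the real one gave 233 probes changed against the heterozygotes and the highest of the others 33, so that 1 split, the real one, was as large, which argues against chance. With 100 splits no share under 1 in 100 can be found, and the other splits were not held to balanced dyes. In wing discs the real split gave 5 and the highest of the others 6, and 2 of 100 splits, the real one and 1 other, had 5 or more, a share under 0.05. The fall of su(Hw) was set by the genotypes, so this share does not settle whether the disc calls are due to chance. The other split had more probes than the real one, 1 of the 5 is su(Hw) itself, and 0 probes were called without su(Hw)/Df replicate 1 or 4.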

How the results depend on the processing

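The fits without the stretch around su(Hw) and without 3 sparse disc arrays were chosen only after the data were seen. Over the alternatives, 209 values of counts and of su(Hw) stayed the same, 57 moved and 11 were weaker, and 6527 values of named genes stayed the same, 448 were weaker, 53 stronger and 6 reversed. The cause was not tested where none is given.

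In larvae against the pool, 2646 probes became 1360 with only the 4 su(Hw)/Df arrays, 135 with the per-probe test after Benjamini-Hochberg adjustment and 1312 at an adjusted p under 0.01, and leaving out 1 array gave 1892 to 2629. Against the heterozygotes 233 became 408 with a dye term, 746 after subtracting the sum of the heterozygote changes and 89 at an adjusted p under 0.01, with 145 to 233 when 1 array was left out (145 without su(Hw)/Df replicate 3 and 150 without Df/+ replicate 4). In discs 63 against the pool became 139 with array weights, 35 with only the 4 su(Hw)/Df arrays and 0 with the adjusted per-probe test (limma's unadjusted p under 0.05 held for 545), with 42 to 70 when 1 array was left out. The 5 disc probes called against the heterozygotes became 8 with a minimum of 2 values, 0 with the sum of the heterozygotes (limma, 280 with an unadjusted p under 0.05), 1 against su(Hw)/+ alone, 12 against Df/+ alone, 1 at an adjusted p under 0.01 and 3 without the stretch. Leaving out 1 array gave 0 to 6: 0 without su(Hw)/Df replicate 1 or 4, 3 without replicate 2, 1 without su(Hw)/+ replicate 1 or 3 or Df/+ replicate 3, and 2 without Df/+ replicate 4. The 12 disc probes changed in Df/+ became 21 with a dye term. Without the 3 sparse disc arrays there were 59 and 4.

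The su(Hw) log2 value lost its call with the adjusted per-probe test, at -2.92 in larvae (adjusted p = 0.0619) and -2.28 in discs (adjusted p = 0.596). In discs against the heterozygotes it lost it at -1.27 with their sum, -1.92 against su(Hw)/+ alone and -1.63 against Df/+ alone. With 1 array left out it ranged from -3.16 to -2.77 and -2.73 to -2.33 in larvae (pool and heterozygotes), and from -2.54 to -2.05 and -2.03 to -1.54 in discs, where the heterozygote call was lost without su(Hw)/Df replicate 1 (-1.70) or 4 (-1.54), su(Hw)/+ replicate 1 (-1.67) or 3 (-1.77), or Df/+ replicate 3 (-1.81) or 4 (-1.76). With the sum of the heterozygotes subtracted Hsdl2 was -0.54, CG9922 0.077, Cyp312a1 0.12, LysB -0.96 and Cpr51A 0.11, and against su(Hw)/+ alone Polr2I was -0.32, all reversed. The pool does not cancel with the sum, so a change against the pool shared by all genotypes can turn the sign.

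At the paper's thresholds 402 larval probes became 829 at a p of 0.1 or less, 721 at 0.05 and 853 with limma's unadjusted p, and 93 became 683 with the latter. For probes past the paper's fold and p thresholds, L3, p <= 0.01, after the heterozygote filter, 207 became 122 with the filter at a p of 0.1, 520 with limma, 497 at 0.1 and 411 at 0.05, and 45 became 376 with limma. In discs 37 became 88, 71 and 98, 3 became 63 with limma, 26 became 14 (filter at 0.1), 74 (limma), 65 and 49, and 2 became 0 (filter at 0.1), 41 (limma) and 1 (recentred arrays). The overlap of 4 became 1 at an adjusted p under 0.01. In the Adh region 10 became 37, 30 and 35 in larvae and 0 became 5, 4 and 5 in discs, at 0.1, at 0.05 and with limma. With an estimated correlation the gene lists called became 0 and 0 in larvae and 2 and 3 in discs.

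Replicate numbers did not pair the samples: same-numbered arrays had deviations with a median correlation of -0.134 in larvae, with 0 of 12 arrays closest to their own number, and -0.196 in discs, with 3 of 12. With the replicate number as a block the counts were 3227 and 286 in larvae and 83 and 4 in discs, and 30 for Df/+ in discs. Distances to Su(Hw) sites in the Adh region and a genome-wide scan for sites were not run. Spot signals over background were not used here, so what faint spots limit is unknown.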

Differences from the paper's values

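The counts at the paper's thresholds below were planned, and the reading at shifted p thresholds was made only after the values were seen. The paper reports 838 larval genes at its first threshold, and 402 probes were found here; its value lies within 1.5 times of that found at a p of 0.1 or less (829), at 0.05 (721) and with limma's unadjusted p (853), and not with recentred arrays or a log2 size of 1.7-fold. At its stricter threshold the paper reports 405 and 93 were found, and after the filter 206 and 45, with no alternative within 1.5 times. For wing discs the paper reports 89 and 37 were found (88, 71 and 98 under the same 3 alternatives, and not under the others), 37 and 3 were found, and 22 and 2 were found after the filter, with no alternative within 1.5 times for either of the last. The counts found at a p of 0.01 or less, 402 and 207 in larvae and 37 and 26 in discs, lie beside those the paper gives for 0.001 or less. Additional data files 5 and 6 hold p-values up to 0.0997, with 406 and 37 of their 838 and 89 probes at 0.01 or less and 94 and 3 at 0.001 or less, so the counts found here are near those of the paper's own tables at the same p.

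In the Adh region the paper reports 19 larval genes and 10 were found, with no alternative within 1.5 times (37, 30, 11 and 35). It reports 3 in discs and 0 were found by the per-probe test, with 4 at a p of 0.05 or less, which is within 1.5 times, and 5, 0 and 5 under the others. The paper's own Additional data files 7 and 8 hold 12 and 2 probes at a p of 0.01 or less, whatever their size of change. Their rows thus do not reach 19 and 3 at that p either. All 177 and 130 of their p-values compared lay within 5% of the per-probe test. The shared CG4930 (EndoGI) was not in either list here. In larvae its log2 ratio was 1.03 and passed limma, and in discs 0.88 did not.

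The paper reports 9 genes shared by the filtered lists and 1 was found at a p of 0.001 or less, with 27 at 0.1 and 17 at 0.05; at 0.01, a setting looked at after the values were seen, 7 were shared on the same probe and 8 on any probe, ImpL2 being in both lists on different probes. Of the genes it names, Hsdl2 (CG5590), Sod3 (CG9027) and GstZ1 (CG9362) were not among those. GstZ1 was lower in both tissues against the heterozygotes by limma (-1.18 and -1.31), but the call was lost without su(Hw)/Df replicate 3 in larvae and without any of 10 of the 12 arrays in discs.

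The paper reports no significant association of the changed genes with chromosomal position or clustering. Here 17 neighbouring pairs of genes had both changed against the heterozygotes in larvae, where 6.20 were expected. These genes are limma's calls and not the paper's list, and several pairs carry names of the same gene family. Whether the probes of such pairs take up RNA of one another was not tested.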

Other observations

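All tests of explanations in this part were chosen only after the result was seen. The gene list tests were planned, after the paper's tables had been seen. Against the wild-type pool, larvae of the null had lower histone transcripts: 6 of 8 fell and none rose (6 when adjusted over the list alone), with His4:CG31611 at -1.49 and His2B:CG17949 at -1.03 (camera, adjusted p = 0.00129; adjusted p = 0.0544 with an estimated correlation). Values in the heterozygotes were similarly low, at -1.74 and -1.19 for His4:CG31611. Ribosomal protein genes had 15 of 39 lower and 4 higher (17 and 6 when adjusted over the list alone; camera, adjusted p = 0.00566; adjusted p = 0.16 with an estimated correlation), and 10 of 42 genes of the proteasome list were higher and 1 lower (12 and 1 when adjusted over the list alone; camera, adjusted p = 0.159). Fat body storage genes had 7 of 10 higher and none lower (9 when adjusted over the list alone; camera, adjusted p = 0.000146; adjusted p = 0.0544 with an estimated correlation), among them Lsp2 at 1.20 and Lsp1beta at 1.17. Haemocyte and crystal cell markers had 7 of 12 higher and 2 lower (8 and 2 when adjusted over the list alone; camera, adjusted p = 0.0301; adjusted p = 0.0957 with an estimated correlation), with the crystal cell enzymes PPO1 and PPO2 at 2.33 and 2.42. Muscle structural genes had 5 of 15 higher and 1 lower (8 and 1 when adjusted over the list alone; camera, adjusted p = 0.0264; adjusted p = 0.43 with an estimated correlation), with Mhc at 2.17 and Mlp84B at 1.81. Of markers that differ between the sexes, Yp3 rose (1.93), lncRNA:roX2 (-1.17) and lncRNA:roX1 (-0.84) fell, and 6 of 13 testis genes fell and none rose (6 when adjusted over the list alone; camera, adjusted p = 0.0252; adjusted p = 0.39 with an estimated correlation). The lncRNA:roX1 call was lost when either of 2 arrays was left out. A differing share of the sexes in the pool was not tested.

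Against the heterozygotes fat body and haemocyte lists had no gene past the test (2 higher in each when adjusted over the list alone; camera, adjusted p = 0.00972 and 0.0308; adjusted p = 0.146 with an estimated correlation for both). Among 7 insulator protein genes su(Hw) itself was lower and none was higher (1 and 1 when adjusted over the list alone; camera, adjusted p = 0.395). Of 11 testis genes Mst87F was higher (0.82) and none lower (1 and 1 when adjusted over the list alone; camera, adjusted p = 0.0636). The cassette list had w and Polr2I higher of 3 genes and none lower (2 and 1 when adjusted over the list alone), but Polr2I was higher only because Df/+ was low: against su(Hw)/+ alone it was at -0.32. The calls of Mst87F and Polr2I were lost when certain single arrays were left out (highest adjusted p = 0.0962 and 0.128), and that of Mst87F also with recentred arrays. The dosage compensation RNAs lncRNA:roX1 and lncRNA:roX2 were at 0.31 and 0.44 and did not pass (0 when adjusted over the list alone), and the yolk protein gene Yp3 was at 1.27 (adjusted p = 0.0608, and higher when adjusted over the list alone). In wing discs against the heterozygotes the cuticle list had no gene past the test and the glutathione S-transferases had GstZ1 lower (0 and 2 lower when adjusted over the list alone). The 11 cuticle genes had a median of -0.089, and camera used 6 with a median of -0.42 (adjusted p = 0.0266 with an estimated correlation), and for the transferases it used 10 of 14 (adjusted p = 0.0279 with an estimated correlation).

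Some larval changes against the pool were found in all 3 genotypes. For 169 probes chosen by a change of at least 0.8 in the same direction in both heterozygotes on replicates 1 and 2, the change of su(Hw)/Df on its 4 arrays over the mean change of the heterozygotes on replicates 3 and 4 was 1.06 (95% interval 0.968 to 1.14), which argues against effects of the 2 mutant chromosomes adding up at these probes. The upper end of 1.14 and the lower of 0.968 hold 1, so for these probes the pool differing alike from all 3 genotypes is a candidate explanation. It does not reach the other probes changed in su(Hw)/Df, of which the heterozygote filter kept 207 of 402 at a p of 0.01 or less by the per-probe test. An effect of the rearing of the stocks or of a shared background stays open and was not tested.

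Midgut digestive enzymes were lower in null larvae than in the heterozygotes with a weighted mean of -0.75 over 28 genes, 21 below 0 and 7 above. Their values differed by more than their standard errors (heterogeneity Q = 266.7 on 27 degrees of freedom), so the members did not all change alike. Less midgut tissue would lower all members equally only if each were expressed evenly and in midgut alone, which was not tested. The heterogeneity therefore does not decide whether less midgut tissue was the whole cause. The list of ecdysone response regulators, which also holds effectors such as Ldh and ImpL1, did not move together (camera, adjusted p = 0.697). A difference in developmental stage stays open, since this list being unchanged at one time does not exclude it. No fits of cell composition were tested.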
